# Evidence from oyster suggests an ancient role for Pdx in regulating insulin gene expression in animals

**DOI:** 10.1038/s41467-021-23216-7

**Published:** 2021-05-25

**Authors:** Fei Xu, Ferdinand Marlétaz, Daria Gavriouchkina, Xiao Liu, Tatjana Sauka-Spengler, Guofan Zhang, Peter W. H. Holland

**Keywords:** Molecular evolution, Zoology

## Abstract

Hox and ParaHox genes encode transcription factors with similar expression patterns in divergent animals. The *Pdx* (*Xlox*) homeobox gene, for example, is expressed in a sharp spatial domain in the endodermal cell layer of the gut in chordates, echinoderms, annelids and molluscs. The significance of comparable gene expression patterns is unclear because it is not known if downstream transcriptional targets are also conserved. Here, we report evidence indicating that a classic transcriptional target of Pdx1 in vertebrates, the *insulin* gene, is a likely direct target of Pdx in Pacific oyster adults. We show that one *insulin*-related gene, *cgILP*, is co-expressed with *cgPdx* in oyster digestive tissue. Transcriptomic comparison suggests that this tissue plays a similar role to the vertebrate pancreas. Using ATAC-seq and ChIP, we identify an upstream regulatory element of the c*gILP* gene which shows binding interaction with cgPdx protein in oyster hepatopancreas and demonstrate, using a cell culture assay, that the oyster Pdx can act as a transcriptional activator through this site, possibly in synergy with NeuroD. These data argue that a classic homeodomain-target gene interaction dates back to the origin of Bilateria.

## Abstract (web summary)

In vertebrates *insulin* is a direct transcriptional target of Pdx: the same is true in Pacific oysters and the authors show *insulin*-related gene, *cgILP*, is co-expressed with *cgPdx* in oyster digestive tissue, showing this gene interaction dates back to the origin of Bilateria.

## Introduction

The ParaHox genes comprise the Gsx, Pdx and Cdx homeobox gene families, each of which can be traced to the most recent common ancestor of the extant bilaterally symmetrical animals, the Bilateria^1,2^. Like their better known paralogues, the Hox genes, ParaHox genes were ancestrally arranged in a gene cluster and a tightly linked genomic arrangement is still retained in amphioxus (*Branchiostoma floridae*)^1^, sea star (*Patiria miniata*)^3^, acorn worm (*Ptychodera flava*)^4^, two molluscs^5,6^ and many vertebrates. Genome duplications in vertebrates generated additional ParaHox genes, including a second *Pdx* gene in coelacanth and sharks^7^. Also reminiscent of Hox genes, the central ParaHox cluster gene *Pdx* is primarily expressed in a spatial pattern that marks a zone of the body, in this case a region of the developing endoderm in vertebrates, amphioxus, echinoderms, acorn worm, annelid worm and a gastropod mollusc^1,3,4,8–14^. This expression is thought to specify the fate of a central endoderm zone and, consistent with this view, homozygous inactivation or deletion of *Pdx1* in mice or humans results in absence of the pancreas and anterior duodenum^9,10,15–17^. In vertebrates, spatial expression persists into the adult where *Pdx1* is expressed in beta-cells of the pancreatic islets and is a direct transcriptional activator of several targets including the *insulin* gene^18^.

Although Hox and ParaHox gene expression is broadly similar between phyla, it is not clear whether their transcriptional interactions are conserved. The upstream processes that establish Hox gene expression boundaries are different between vertebrates and insects, and not well understood for ParaHox genes. Downstream of Hox and ParaHox genes there is also little indication of deeply conserved targets thus far. This contrasts with a homeobox gene of the PRD class, *Pax6*, for which some ancient conserved targets are known, including *Mab21* (in nematode and mouse), an *insulin-like peptide* gene (in *Drosophila* and mouse)^19^ and *crystallin* genes (in scallop and mouse)^20^. To gain insight into the ancestry of vertebrate genetic regulatory processes, ideally, we must make comparisons to the other great clades of bilaterian animals, the Ecdysozoa and the Lophotrochozoa. Characters that are homologous between vertebrates and either of these clades must date back to the base of the Bilateria. It is notable, however, that members of the Lophotrochozoa share more genome characters in common with Deuterostomia (including vertebrates), because of extensive divergence and secondary loss of genes in Ecdysozoa^21^. The *Pdx* gene is a good example, having been secondarily lost in almost all Ecdysozoa, including *Drosophila* and *Caenorhabditis*^2^. We therefore investigated whether the Pdx might be a direct regulator of an *insulin* gene in a member of the Lophotrochozoa, the Pacific oyster *Crassostrea gigas*. If the oyster *Pdx* does regulate *insulin* gene expression then it is likely this target gene interaction dates to the base of Bilateria. A practical difficulty with testing this hypothesis is that the evolutionary history of *insulin*-related genes is complex, with numerous duplications and losses across animal evolution. *Insulin*-related genes in the genome of Pacific oyster have been well characterised and one gene, *cgILP*, is suggested to be a lophotrochozoan orthologue of *insulin/IGF*^22^. In this study, we further analyse the expression of c*gILP* using quantitative RT-PCR and in situ hybridisation, and use an Assay for Transposase-Accessible Chromatin with high throughput sequencing (ATAC-seq) to uncover putative regulatory elements containing predicted Pdx-binding sites. Chromatin immunoprecipitation suggests binding of Pdx protein, and luciferase assays in cell culture verifies the ability to activate gene expression through this non-coding site 1.8 kb upstream of the oyster *cgILP* gene. These data argue that regulation of insulin gene expression by Pdx dates back to the origin of Bilateria.

## Results

### Co-expression of *cgILP* and *cgPdx* in oyster digestive tissue

We conducted further phylogenetic analyses on the insulin-like peptides identified previously in the Pacific oyster genome^22–24^: *cgMIP123*, *cgMIP4*, *cgMILP7* and *cgILP*, incorporating sequences from across the Metazoa (Supplementary Data 1 and Fig. 1). The result is generally consistent with previous reports^22,25^, with minor topological differences in tree inference. The four oyster genes analysed do not group closely together, unlike the multiple insulin-related genes reported from spider (*Stegodyphus*) and silkmoth (*Bombyx*) (Fig. 1; Supplementary Fig. 2). Two of the oyster genes (*cgMIP123* and *cgMIP4*) consistently group with the Molluscan Insulin Peptide (MIP) group and are physically linked indicative of tandem duplication, as reported previously^22^. *cgMILP7* is a likely orthologue of *Drosophila*^22^, beetle and termite *ILP7*, a conclusion also supported by their predicted chain structure (Supplementary Table 1). Precise tree topology is dependent on alignment and sampling, and although *cgILP* is placed less precisely in our analysis, we find that it groups with chordate insulin/IGF genes, Bombyxins and spider genes (Fig. 1), supporting the close relationship with insulin^22^.

**Fig. 1:**
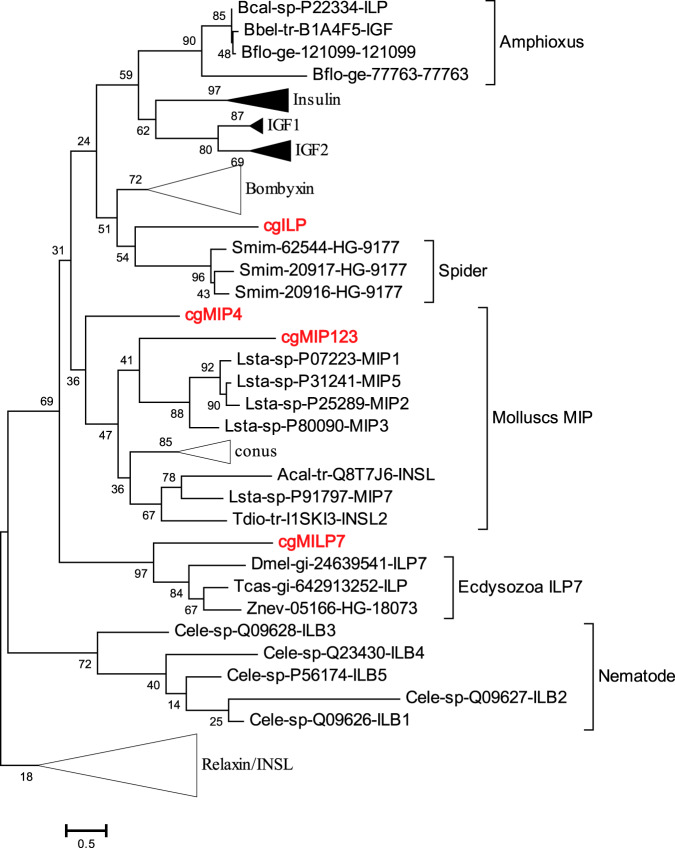
Phylogenetic analysis of insulin-related peptides (RAxML method). Species: Bcal *Branchiostoma californiense* (California amphioxus), Bbel *B. belcheri tsingtauense* (Chinese amphioxus), Bflo *B. floridae* (Florida amphioxus), Cgig *Crassostrea gigas* (Pacific oyster), Smim *Stegodyphus mimosarum* (spider), Lsta *Lymnaea stagnalis* (snail), Acal *Aplysia californica* (sea hare), Tdio *Tritonia diomedea* (sea slug), Dmel *Drosophila melanogaster* (fruitfly), Tcas *Tribolium castaneum* (beetle), Znev *Zootermopsis nevadensis* (termite), Cele *Caenorhabditis elegans* (nematode). Some species are covered by collapsed sub-trees, see Supplementary Data 1, Figs. 1 and 2 for details.

The simplest explanation for these results is that there was an early diversification of insulin-related genes in metazoan evolution^22^, followed by loss of genes in many taxa including vertebrates. *cgILP* is the putative orthologue of vertebrate insulin/IGF genes.

A previous report revealed digestive gland expression of *cgILP* and proposed the possible involvement in the control of digestion and gametogenesis^22^. We further conducted realtime quantitative reverse transcription PCR (qPCR) and in situ hybridisation and confirmed that only *cgILP* has expression specific to the endodermal cell layer of oyster hepatopancreas and stomach (Fig. 2a–j), comparable to the endodermal expression of vertebrate *insulin*^22^. Analysis on the oyster *cgPdx* homeobox gene further revealed the overlap with *cgILP* in the endodermal lining of digestive tissues (Fig. 2a, k–m). High expression of *cgILP* and *cgPdx* in the digestive gland (mainly composed of hepatopancreas) is consistent with previous studies^22,23^ (Supplementary Table 2).

**Fig. 2:**
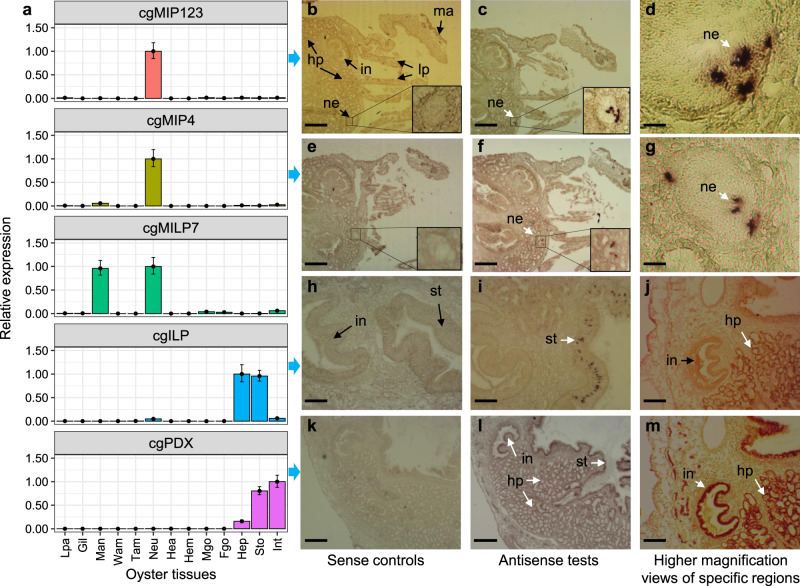
Analysis of oyster ILPs and Pdx gene expression. **a** qPCR survey of gene expression levels in oyster tissues for *cgMIP123*, *cgMIP4*, *cgMILP7*, *cgILP* and *cgPdx*. Within each gene, qPCR results were normalised to the average value of the tissue with the highest relative quantification (RQ). Error bars represent 95% confidence intervals around the mean of RQs (*n* = 1 cDNA sample mixed from three animals). Three (*cgILP* and *cgPdx*) or four (*cgMIP123*, *cgMIP4* and *cgMILP7*) technical replications were conducted. Lpa labial palps, Gil gill, Man mantle, Wam white adductor muscle, Tam transparent adductor muscle, Neu neuron, Hea heart, Hem haemolymph, Mgo male gonad, Fgo female gonad, Hep hepatopancreas, Sto stomach, Int intestine. Broad blue arrows leading from qPCR panels to rows of images indicate in situ hybridisation analysis using the indicated genes (**b**–**m**). White arrows point to sites of gene expression. Adjacent sections were used to compare sense controls (**b**, **e**, **h**, **k**) with antisense tests (**c**, **d**, **f**, **g**, **i**, **j**, **l**, **m**), to compare expression between *cgMIP123* and *cgMIP4*, and to compare *cgILP* and *cgPdx* gene expression. **c**, **d** Adult section showing *cgMIP123* expression in a branchial neuron (possibly the cerebro-visceral connective). **f**, **g** Adjacent sections showing *cgMIP4* expression in identical sites to *cgMIP123*. **i**, **j** Sections showing *cgILP* expression in the stomach wall and ducts of the hepatopancreas. **l**, **m** Adjacent sections showing *cgPdx* expression in identical sites to *cgILP*, except for additional staining of *cgPdx* RNA in parts of the gut wall (compare panel **m** to **j**). Abbreviations (pointed by black arrows): st stomach, in intestine, lp labial palps, ma mantle, ne neuron, hp hepatopancreas. Bar under each panel marks, 500 μm (**b**, **c**, **e**, **f**, **h**, **i**, **k**, **l**), 250 μm (**j**, **m**), 15 μm (**d**, **g**). Representative of at least two independent experiments for **b**–**m**. Source data are provided as a Source Data file.

### Sequence characteristics of oyster Pdx protein

Alignment of Pdx amino acid sequences from vertebrates, amphioxus and bivalves highlights strong conservation of the homeodomain and hexapeptide, and weaker but clear conservation of an N-terminal transcriptional activation domain^26^ (Supplementary Fig. 3). Amino acids at several key sites, where mutations are associated with human diabetes (e.g. Q59L and P33T), are conserved in the oyster.

### RNAseq analysis of oyster hepatopancreas

Expression of oyster *cgILP* and *cgPdx* genes in hepatopancreas parallels co-expression of vertebrate *insulin* and *Pdx1* in the pancreas, but arguments for homology would be stronger if hepatopancreas had functional similarity to vertebrate pancreas or midgut. As previous RNAseq from oyster digestive gland^23^ included hepatopancreas and other tissues, we conducted RNAseq specifically on oyster hepatopancreas tissue. 

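The hepatopancreas, the digestive diverticula around the oyster stomach, was taken from 1 animal, and 1 RNAseq library of 75 bp paired-end reads was sequenced from it, so none of the values from this library has a replicate check. The paper gives 33.11 M read pairs for the library. The authors mapped the reads to the oyster genome with HISAT2 and ran StringTie, and the deposited table gives for each locus its scaffold, start, end and strand, the mean read coverage per base, the FPKM and the TPM. It holds 32626 loci of the NCBI annotation and 35471 loci that StringTie assembled from the reads, many of them at the position of an annotated gene, so that the same reads stand in both sets. TPM was 1.24 times FPKM throughout and was scaled to the assembled loci, while the annotated genes summed to 830698. Annotated loci were therefore used here, by gene symbol, with FPKM summed over the 51 symbols that had more than 1 locus. Of the resulting 32262 genes, 26837 had an FPKM above 0, 16922 had at least 1 and 5008 had at least 10. With detection set at an FPKM of 0.1 the number of detected genes was 23302. The median FPKM of detected genes was 2.19. The 10 most abundant genes held 12.7% of the TPM of annotated genes, and the 100 most abundant held 39.4%. Coverage divided by FPKM was 3.83 for 83.7% of the detected annotated loci. By StringTie's definition of FPKM this constant corresponds to 3827 Mb of aligned sequence, or 25.5 M pairs, which is 77.1% of the pairs the paper gives. The other 4368 loci had another ratio, as can happen when a gene has more than 1 transcript. Their FPKM may then depend on how the transcripts were combined, but the number of transcripts per locus is not given, so this was not tested. The table holds no read counts and no exonic lengths, so no counting interval was computed for a gene, and coverage is given as the measure of its depth. The values of the other organs come from the paper's Supplementary Data 2 and were not recomputed.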

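Each of the genes in the paper's Supplementary Data 2 was found by its symbol among the annotated genes of the hepatopancreas library. All 1527 had an FPKM of at least 1, and 1485 had at least 5. Their FPKM ran from 2.02 to 16989, with a median of 32.7 and quartiles of 13.9 and 101. The 5 most abundant were LOC105342647 with 16989, LOC105317444 with 15995, LOC105346498 with 9262, LOC105323339 with 6375 and LOC105338611 with 6317. The paper's hepatopancreas FPKM for LOC105346498 is 57.3. From coverage alone LOC105317444 would have an FPKM of 5042 and LOC105338611 of 3352, since their coverage to FPKM ratios differ from that of most genes. The median of the 25310 other detected genes was 1.89. Among 10000 random lists of the same size, drawn from detected genes of the same locus span, the highest median was 2.89. The list was chosen in part for high values in this library, so its place above the random lists follows from the selection. The enriched genes were 5.69% of the detected genes and held 50.9% of the TPM of annotated genes. Without the 10 most abundant genes of the library, 7 of which are on the list, the share was 47.0%. The FPKM in the library was above the paper's FPKM in each of the 7 other organs for 1508 of the genes, and above 2 times the highest of them for 1235. The median log2 ratio to the highest other organ, with 1 added to both FPKM values, was 2.30, and the quartiles were 1.17 and 3.61. Leaving out both gonads raised this median to 3.25, and taking the mean of the 7 other organs raised it to 3.41. With the paper's hepatopancreas FPKM in place of the library's, an alternative added after the data had been seen, it was 1.74. The highest other organ was the male gonad for 784 of the genes. The paper chose the list for higher values in the hepatopancreas and the digestive gland than in these organs. The counts above the organs and the log2 ratios above 0 were therefore fixed in part beforehand. Each organ has a single FPKM value per gene, so none of these differences could be set against a spread between animals.

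**Figure D1:**
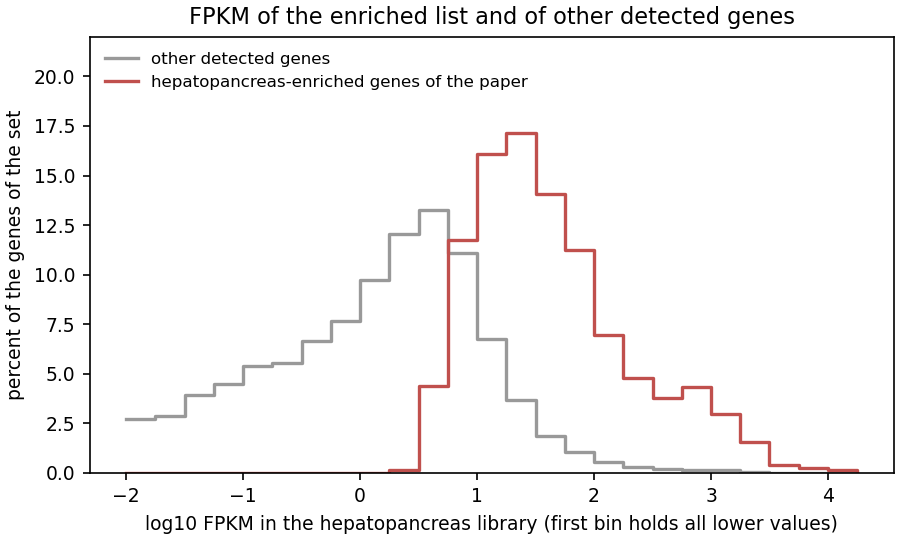
Percent of genes (vertical axis) by log10 FPKM in the hepatopancreas library (horizontal axis) for the 1527 enriched genes of the paper and for the 25310 other detected genes. The medians are 32.7 and 1.89 FPKM.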

We identified 1527 hepatopancreas-enriched genes by comparing to transcriptomes from other oyster tissues (Supplementary Data 2). 

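The descriptions that Supplementary Data 2 gives for the 1527 enriched genes were searched for enzyme names, and the FPKM of the matching genes was read from the hepatopancreas library. An enzyme name stood in 415 descriptions, 27.2% of the list, and these genes held 5.74% of the TPM of annotated genes. Of the classes named from gene ontology, hydrolase names matched 120 genes with a median FPKM of 31.6, oxidoreductase names 109 genes with a median of 21.5, transferase names 49 genes with a median of 31.3, lyase names 17 genes with a median of 32.7 and deaminase names 4 genes with a median of 27.6. Inhibitors made up 19 genes with a median FPKM of 286. Peptidase names, a part of the hydrolases, matched 43 genes with a median of 77.4. No description, or only the word uncharacterized, was given for 483 genes, which held 53.1% of the TPM of the list. Among the 1044 other genes the share with an enzyme name was 39.8%. Matching words in a description is not the gene ontology test of the paper, and descriptions of genes outside the list were not used here, so the shares have no background to be compared with.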

Gene ontology analysis reveals enrichment in genes encoding enzymes (deaminase, hydrolase, lyase, oxidoreductase, and transferase, plus enzyme activators and inhibitors), compatible with a digestive role (Supplementary Fig. 4). 

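FPKM and coverage of the genes for digestive enzymes were read from the hepatopancreas library, with positions on the scaffolds of the oyster assembly that the authors' table uses. The trypsin gene LOC105348513 (NW_011937337.1, 1589684 to 1593658, plus strand) had an FPKM of 2000 at a mean coverage of 7652, which ranks it at 42 among all annotated genes. The paper's FPKM for it in the male gonad, the highest of the 7 other organs, is 67.7. The chymotrypsin gene LOC105331575 (NW_011935585.1, 891256 to 903170, plus strand) had an FPKM of 599 against the paper's 47.0 in the male gonad. Its coverage to FPKM ratio departs from that of most genes, and from its coverage alone the FPKM would be 424. Among the pancreatic triacylglycerol lipases, LOC105344176 (NW_011936908.1, 86096 to 101628, minus strand) had an FPKM of 945, LOC105329276 (NW_011935309.1, 11522 to 15035, plus strand) 187, LOC105329552 (NW_011934683.1, 263 to 14341, minus strand) 110 and LOC105340853 (NW_011936521.1, 165485 to 170837, plus strand) 16.5. The pancreatic lipase-related genes LOC105331423, LOC105331427 and LOC105331424 lie side by side on the minus strand of NW_011935574.1 between 378807 and 399144, with gaps of 383 and 557 bp, and had an FPKM of 127, 15.6 and 35.7. Reads shared between similar copies can be split between them in mapping, so the division among the 3 genes may be uncertain. The same may hold for the alpha-amylase-like genes LOC105348751 with an FPKM of 103 and LOC105348748 with 43.9. They lie 10476 bp apart on NW_011937359.1. No sequences were compared here, so shared reads were not shown for either set. The pancreatic alpha-amylase gene LOC105342874 (NW_011934831.1, 293153 to 299009, plus strand) was the lowest of the 12 genes, with an FPKM of 7.03 at a coverage of 26.9, beside the paper's 6.71 in the female gonad. The log2 ratio to the highest other organ ran from 0.06 for this gene to 5.84 for LOC105329552. All 12 genes were above the 7 other organs, which their place on the paper's enriched list fixed in part beforehand. Together the 12 genes held 0.627% of the TPM of annotated genes. The paper's digestive gland FPKM is above those organs for 11 of the 12 genes. For the lipase gene LOC105340853 it is 0.363 against 2.35 in the female gonad. The library's FPKM of LOC105340853 is uncertain because another annotated gene overlaps it. The paper describes the enrichment in genes for enzymes as compatible with a digestive role.

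**Figure D2:**
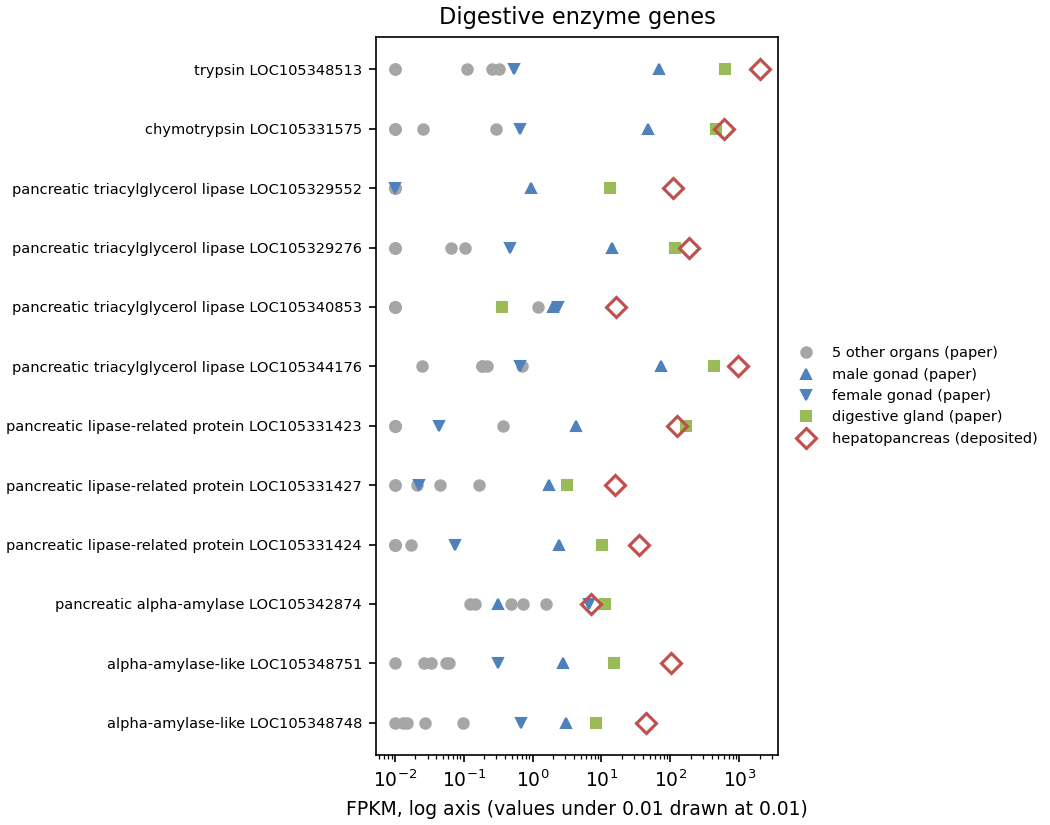
FPKM (log axis) of the 12 digestive enzyme genes in the deposited hepatopancreas library (open diamonds) and in the paper's values. The paper's values are for the digestive gland (squares), the gonads (triangles) and 5 other organs (circles), with 1 value per organ. The trypsin gene is highest at 2000 and the pancreatic alpha-amylase gene lowest at 7.03, close to its female gonad value of 6.71.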

Included were homologues of several digestive enzymes produced by the vertebrate pancreas notably trypsin (NCBI accession: LOC105348513), chymotrypsin (LOC105331575), pancreatic triacylglycerol lipases (LOC105329552, LOC105329276, LOC105340853, and LOC105344176), pancreatic lipase-related protein (LOC105331423, LOC105331427, and LOC105331424), pancreatic alpha-amylase (LOC105342874), and other alpha-amylase-like genes (LOC105348751 and LOC105348748).

In addition to *cgILP*, several other genes were related to insulin function. These include *Neuroendocrine Convertase 1-like* (*cgPCSK1*, LOC105344671) possibly orthologous to the PC1/3 enzyme that cleaves pro-insulin to liberate C-peptide^27^, *X-Box-Binding Protein 1-like* (*cgXBP1*, LOC105344684) thought to mediate insulin action and expressed in human pancreas and liver^28^, *Regulatory Factor X6* (*cgRfx6*, LOC105331217) required for differentiation of *insulin*-producing islet cells, and the homeobox genes *NK2 Homeobox 2* (*cgNkx2.2*, LOC105335274) and *Pituitary Homeobox* (*cgPitx*, LOC105337384) orthologous to genes involved in the development of vertebrate pancreas and islet cells^29–31^. *cgPdx* transcripts were present in the hepatopancreas RNAseq dataset but not the organ-enriched subset, due to additional expression in gonad tissues. 

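The gene for cgILP is LOC105347687 (NW_011937261.1, 267984 to 272572, plus strand). In the hepatopancreas library it had an FPKM of 7.28 at a mean coverage of 27.9 and ranked at 6507 among annotated genes. The paper's FPKM is 7.41 in the digestive gland and 5.05 in the male gonad, the highest of the other organs, which puts the log2 ratio of the library to that organ at 0.45. Of the other insulin-like peptide genes, cgMIP4 (LOC105319755) had an FPKM of 2.30 and cgMIP123 (LOC105319754) 0.0650, and cgMILP7 (LOC105333726) was listed at 0. The paper's Supplementary Table 2 gives cgILP1, cgILP2 and cgILP4, names not paired with loci here, a digestive gland RPKM of 14.94 or more. These names may include cgMIP123 and cgMIP4, so their low values here need not hold for the digestive gland.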

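In the hepatopancreas library cgPCSK1 (NW_011936944.1, 10612 to 31959, minus strand) had an FPKM of 993 at a mean coverage of 2801. From the coverage alone its FPKM would be 732, because its coverage to FPKM ratio differs from that of most genes. The paper's FPKM for the gill, its highest other organ, is 5.14. The cgXBP1 gene LOC105344684 (NW_011936947.1, 6888 to 8586, minus strand) had an FPKM of 135, which is uncertain because another annotated copy overlaps it. The cgRfx6 gene (NW_011935551.1, 46130 to 62211, plus strand) had an FPKM of 13.1 at a coverage of 50.0, and cgNkx2.2 (NW_011935931.1, 637788 to 645914, minus strand) an FPKM of 40.2 at a coverage of 153. The cgPitx gene (NW_011936122.1, 372800 to 395002, plus strand) had an FPKM of 27.4, but its coverage of 23.7 would give 6.20. All 6 genes, cgILP among them, were above the paper's FPKM in each of the 7 other organs, and for 5 of them the highest other organ was the male gonad. The 6 genes are on the paper's enriched list, so their place above these organs was fixed in part beforehand. The log2 ratios to the highest other organ were 7.34 for cgPCSK1, 4.18 for cgXBP1, 2.79 for cgPitx, 2.72 for cgRfx6 and 2.47 for cgNkx2.2. With FPKM from coverage they would be 6.90 for cgPCSK1 and 0.81 for cgPitx. By the paper's own hepatopancreas FPKM the log2 ratios are 2.44 for cgPCSK1, 1.14 for cgXBP1, 0.61 for cgPitx, 2.63 for cgRfx6 and 2.23 for cgNkx2.2. The paper's digestive gland FPKM is above all 7 other organs for 5 of the 6 genes, and for cgXBP1 it is 0.116 against 6.50 in the male gonad. The transcripts of cgPdx (LOC105327390, NW_011935168.1, 90854 to 106114, minus strand) had an FPKM of 4.63 at a coverage of 17.1 and a rank of 9127. The FPKM of cgILP was 1.57 times that of cgPdx. The gene for cgNeuroD (LOC105336755) had an FPKM of 1.14. Supplementary Data 2 does not list cgPdx, and the paper attributes its absence from the organ-enriched subset to expression in gonad tissues. The paper's Supplementary Table 2 also gives cgPDX an RPKM of 54.99 in the gill against 18.62 in the digestive gland. The gonads are thus not the only organs with a higher value than the digestive gland.

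**Figure D3:**
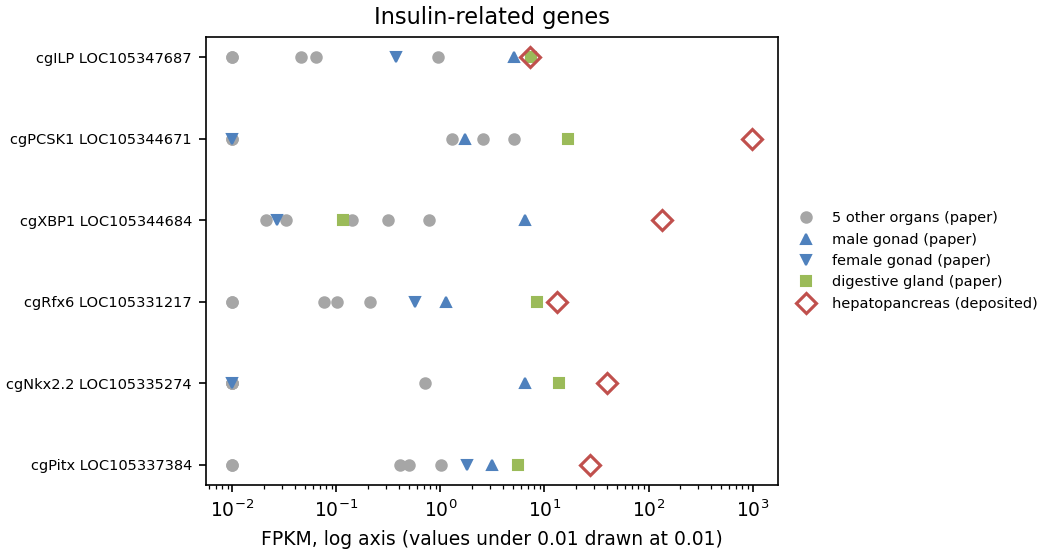
FPKM (log axis) of the 6 insulin-related genes in the deposited hepatopancreas library (open diamonds) and in the paper's values. The paper's values are for the digestive gland (squares), the gonads (triangles) and 5 other organs (circles), with 1 value per organ. The library's value lies above all 7 other organs for each gene, by the least for cgILP, at 7.28 against 5.05 in the male gonad.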

The latter is inconsistent with qPCR and may reflect contamination by intestine tissue coiled inside the gonad.

### ATAC-seq profiling of oyster hepatopancreas

Conservation of the transactivation domain and homeodomain, as well as the overlapping expression of oyster *cgPdx* with *cgILP*, are compatible with direct regulation, comparable to the transcriptional regulation of vertebrate *insulin* by Pdx1. To examine this hypothesis, we first examined the chromatin accessibility landscape in the oyster hepatopancreas using ATAC-seq (Figs. 3 and 4)^32^, after optimising methods for dissociating and isolating hepatopancreas cells. After data processing, we obtained 168,206 peaks corresponding to accessible chromatin regions observed reproducibly in two replicates (*r*² > 0.88; Supplementary Fig. 5a). Of the called peaks, ~49% were situated in intergenic and intronic non-coding regions, 8.8% within putative promoters and 37.8% within coding exons (Supplementary Fig. 5b, c).

**Fig. 3:**
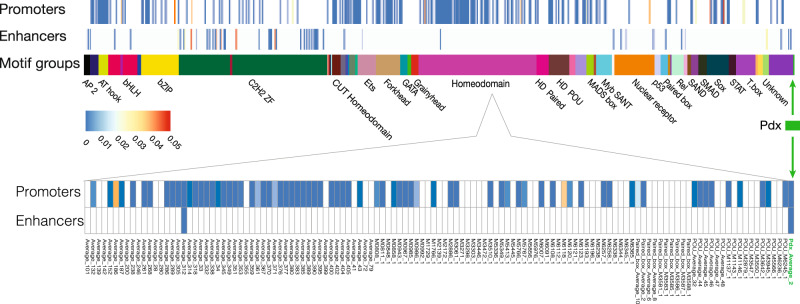
Homeodomain TFBS and Pdx consensus motif are enriched in open chromatin promoter and enhancer peaks. TFBS enrichment test *p* values after Bonferroni correction were assessed for Pdx consensus motif and 583 other consensus motifs.

We scanned these accessible chromatin peaks for consensus Pdx motifs obtained through Transcription Factor Binding Site (TFBS) clustering of five Pdx1 TFBSs derived from the literature (Supplementary Fig. 6). A total of 19,104 putative Pdx-binding sites were deemed statistically significant within the 168,206 accessible chromatin peaks (*p* < 0.05). The number is comparable with observed binding peaks in human pancreatic islet cells analysed with ChIPseq (18,294)^33^ or ATAC-seq (~6000)^34^. A total of 795 oyster hepatopancreas-enriched genes were detected to have putative Pdx-binding sites in associated ATAC-seq peaks; of these, 56 are orthologous to genes predicted to be Pdx1 targets in previous high throughput studies on human or mouse^35–39^ (Supplementary Data 3 and Fig. 7). To further assess the accuracy of binding site enrichment analysis in our dataset, we also employed a set of 623 TFBSs to search all open chromatin peaks, and found that 583/623 were present in our dataset in more than one copy (Fig. 3). TFBSs were uncovered predominantly in promoters rather than enhancers. We did not detect any other consensus or individual homeodomain motifs overlapping with the predicted Pdx sites, although different homeodomain sites were enriched, confirming the specificity of Pdx-binding site searches (Fig. 3).

Interestingly, we found a broad ATAC-seq peak upstream of *cgILP* gene containing a predicted Pdx-binding site (A-box, TTCTAATTAC at −1806 bp), consistent with a putative *cis*-regulatory role of these regions in *cgILP* regulation. Possible binding sites of other transcription factors were also identified, including a putative E-box (at −1760 bp: CAGTTG) which could potentially bind the bHLH transcription factor NeuroD implicated in insulin gene regulation^40^, and a possible hormone response element (HRE at −1735: AGGTCA) which might bind the nuclear receptor HNF4a^41^ (Fig. 4). Putative Pdx-binding sites were also identified at ATAC-seq peaks upstream of *cgPCSK1* and *cgXBP1* at positions −85 bp (TGCTAATTGG) and −2448 bp (GTCTAATTGA) respectively; these loci are orthologous to genes implicated in pro-insulin processing in mammals (Supplementary Fig. 8).

**Fig. 4:**
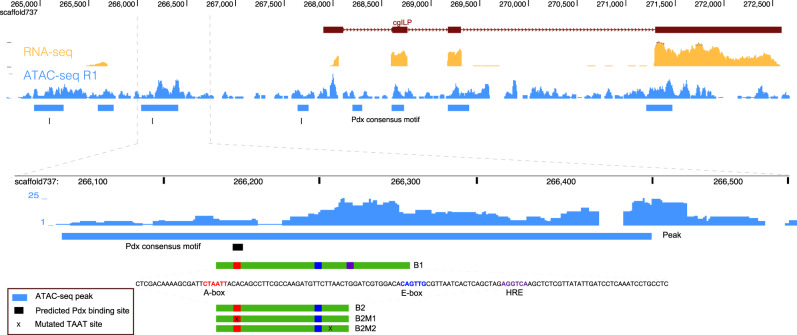
Potential transcription factors binding sites (A-box, E-box, and HRE) identified by ATAC-seq peak. A 72 bp region (green box) was used for dual-luciferase assays. Gene structure of *cgILP* is shown in the top bars, where purple bars indicate exons, and arrows along the line indicate transcriptional orientation. The ATAC-seq peaks are not direct extrapolation of the regions with the highest sequencing signal as the calling process takes into account both replicates, the averaged background over a window, and the shift induced by the library construction process.

### *Pdx* regulation of transcription through a non-coding element

As oyster cultured cell lines and transgenic approaches are currently unavailable, we conducted dual-luciferase assays in HeLa and COS7 cells to examine if the putative Pdx TFBS upstream of *cgILP* is responsive to oyster Pdx protein. First, we used a vector delivering a fluorescent protein (GFP)-tagged protein to confirm that oyster Pdx is successfully transported to the cell nucleus (Supplementary Fig. 9). Second, we ectopically expressed untagged oyster Pdx protein together with a reporter gene comprising the putative response element (A-box, B1 in Fig. 4) driving expression of firefly luciferase and a transfection control plasmid. Gradient experiments indicated that the activation effect through element B1 was influenced by the quantities of transfected *cgPdx* expression plasmids (Fig. 5a). The activation effect is weak in HeLa cells, where only 1.2–1.4 fold increase was observed, even when 500 ng Pdx expression plasmid was used (Supplementary Fig. 10a); however, in COS7 cells the transactivation responses are much more robust for both cgPdx and mPdx1 (Fig. 5a and Supplementary Fig. 10b). When the central TAAT was mutated into TACT (B2M1, Fig. 4), the transcriptional activation was decreased. In contrast, mutating a second TAAT site within the region (B2M2) had no effect on the transcriptional activation (Supplementary Fig. 10d, e). These results suggest that the cgPdx protein is capable of transactivating expression through the predicted A-sequence found upstream of the *cgILP* gene.

**Fig. 5:**
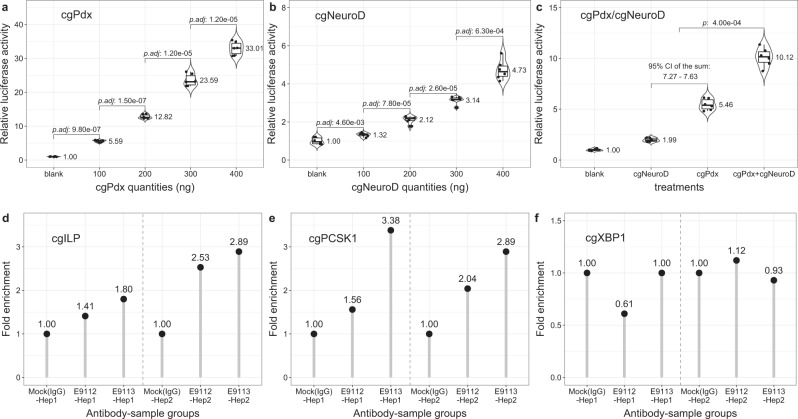
Transcriptional activity of oyster *cgPdx* and *cgNeuroD* in cell culture and oyster hepatopancreas tissue. **a** Transcriptional activity of oyster *cgPdx* on *cgILP* B1 element in COS7 cells demonstrating dose-dependent induction of luciferase reporter gene expression. Points show values of each individual assay. Violin and box plots are used to show the distribution of the data, with the mean at the right side. *p* values of comparisons (two-sided *t*-test) between adjacent groups are shown. **b** Transcriptional activity of *cgNeuroD* on *cgILP* B1 element in COS7 cells showing a similar but weaker dose-dependent induction effect. **c** Co-transfection of *cgPdx* and *cgNeuroD* gives higher transcriptional activity than the sum of the individual activities, suggesting functional synergy between cgPdx and cgNeuroD proteins. 150 ng of cgPdx and cgNeuroD plasmids was used for group (cgPdx + cgNeuroD). The pool of all the possible sums of individual relative luciferase values between cgNeuroD and cgPdx groups was used to estimate the 95% confidence interval (CI) of the activity sum. Significance of difference between group (cgPdx + cgNeuroD) and the sum of cgNeuroD and cgPdx groups was calculated by bootstrapping (*n* = 100,000). For experiments in **a**–**c**, *n* = 3 biologically independent cells by two technically independent measurements. Box represents a range from the first to the third quartile while whisker shows the minimum and maximum values. The line in each box shows the median. Relative luciferase activity in the cells transfected with blank pSI and the reporter plasmid is set at 1.00. *p* values were calculated by two tailed Student’s *t* test and Holm’s method to correct for multiple comparisons (*p.adj*). **d**–**f** ChIP-qPCR assays on predicted cgPdx binding sites upstream of three putative Pdx target genes in oyster (*cgILP*, *cgPCSK1*, and *cgXBP1*). Two anti-cgPdx polyclonal antibodies (E9112 and E9113) were used to assay two oyster hepatopancreas samples (Hep1 and Hep2). Source data are provided as a Source Data file.

To test if Pdx activity is enhanced by a co-factor, we also introduced the oyster orthologue of NeuroD, a bHLH protein. A similar dose-dependent, but weaker activity, was observed when a cgNeuroD expression plasmid was transfected into COS7 cells along with the cgILP B1 site reporter gene (Fig. 5b). Co-transfecting cgPdx and cgNeuroD expression plasmids, plus the reporter gene, revealed a synergistic response. The transcriptional activity level of the target reporter gene was significantly higher than the sum of the individual activities when the two plasmids were transfected separately (Fig. 5c). A similar but stronger synergistic effect was also observed when co-transfecting *cgNeuroD* and *mPdx1* expression plasmids (Supplementary Fig. 10c).

To test whether oyster Pdx protein was bound to this site in vivo, we raised two polyclonal antibodies (E9112 and E9113) against cgPdx-specific peptide (1–160 amino acids) and conducted four ChIP-qPCR assays on oyster hepatopancreas tissue. These experiments revealed that DNA at the predicted site around the ATAC-seq peak (B1) had significantly higher fold enrichment (~2.2 times, *p* < 0.05, Fig. 5d) than the mock (IgG). This adds support to the proposal that Pdx protein regulates *cgILP* gene expression in adult oysters. We also tested whether oyster Pdx protein was binding DNA around other putative target genes; we found the putative Pdx-binding site upstream of *cgPCSK1* also showed higher fold enrichment (~2.47 times, *p* < 0.05, Fig. 5e), but the *cgXBP1* site did not (Fig. 5f).

## Discussion

The discovery of homeobox genes with similar expression patterns in widely divergent phyla triggered a revolution in biology. From the mid-1980s onwards, a series of studies questioned the view that body form was built and maintained by different genes in different phyla and supplemented it with a concept stressing evolutionary modification of a shared ‘tool-kit’ of genes. However, finding similar gene expression patterns does not demonstrate equivalent function. For some homeobox genes, notably Hox genes, mutation and gene deletion experiments in vertebrates and arthropods have demonstrated comparable roles in specifying regional identity in the embryo, although the suites of downstream target genes regulated by Hox genes have not yet been elucidated. The ParaHox genes are as ancient as Hox genes, sharing a common ancestry dating back to before the divergence of cnidarians and bilaterians^42^. The central ParaHox gene, *Pdx*, is the best studied due to its involvement in insulin regulation and since mutations in this gene are implicated in monogenic type 2 diabetes in humans.

The *Pdx* homeobox gene has embryonic and adult functions. In the development of vertebrates, amphioxus, annelids, molluscs and echinoderms, the gene is expressed in a zone or domain of the endoderm, which in mouse is fated to become the pancreas plus parts of the duodenum, bile duct and stomach^10^. As development proceeds, the expression of *Pdx* (called *Pdx1* in vertebrates) becomes more localised and restricted to pancreatic islets. Within islets, *Pdx1* is a direct transcriptional activator for *insulin*, *somatostatin* and other genes. It is not known how ancient is the regulation of *insulin* transcription by Pdx.

The Insulin superfamily is well understood in vertebrates, and can be divided into an insulin/insulin growth factor (IGF) group and a relaxin/insulin-like peptide (RLN/INSL) group. All possess cysteine residues forming disulphide bonds within and between peptide chains. Insulin/IGF proteins function mainly as metabolic regulators and mitogenic growth factors; relaxin/INSL proteins have roles in reproduction and neuroendocrine regulation, signalling through G-protein coupled receptors. Comparison between vertebrate and tunicate genomes reveal that insulin/IGF genes diversified through a tandem duplication event followed by genome duplications in vertebrates and further tandem duplications^43^. The picture becomes more confusing as other invertebrates are examined. The silk moth *Bombyx mori* has a large number of insulin-related *Bombyxin* sequences, closely similar to each other, but other insects have quite different genes such as *Drosophila ILP7*. Spiders have a set of duplicate insulin-related genes that look different again, as does the diversity of *insulin*-related genes in nematodes and a greatly expanded set in molluscs, especially venomous cone snails^44^.

The existence of insulin-like peptides in a bivalve mollusc, *Mya arenaria*, was actually reported shortly after the discovery of insulin^45^. Cloning and sequencing of a cDNA for a molluscan insulin-related peptide (MIP) was reported in the 1980s^46^. However, this initial *ILP* gene from a snail, and the first reported oyster *ILP* gene^47^ were expressed in neurons (the latter is now designated *cgMIP123* gene). Genome sequencing revealed that both the limpet *Lottia gigantea* and the Pacific oyster genome have multiple insulin-related genes, including a γ-type ILP sharing a conserved structure with vertebrate insulin/IGFs^22,25^. Furthermore, Pacific oyster *cgILP* is expressed in the digestive gland^22^. Using qPCR and in situ hybridisation we further studied the expression of this gene in the complex digestive gland of adult oysters, and found that expression of *cgILP* overlaps with the Pdx homeobox gene in the endodermal cell layer of hepatopancreas and other gut tissues. The enrichment of *cgPdx*, *cgILP*, as well as its processing convertase *cgPCSK1* is comparable to endodermal expression of *insulin* and *Pdx1* in vertebrate developing gut and adult pancreas. We note that expression of the two genes is not precisely congruent in oyster, nor indeed in vertebrates. Indeed, Pdx1 contributes to other biological processes in vertebrates, such as activating other genes (*somatostatin* and *glucokinase*). We do not suggest that the complex tube system of the oyster hepatopancreas is homologous ‘as an organ’ to the vertebrate pancreas^48^. This is because some taxa (e.g. amphioxus and hagfish) lack a clear pancreas, with insulin-producing cells found in the gut or bile duct mucosa^48^. Thus, we suggest that oyster hepatopancreas evolved in parallel to the vertebrate pancreas.

A caveat to the expression similarities between oyster and vertebrates centres on whether the oyster hepatopancreas shares functional parallels with the vertebrate pancreas. The functions of the molluscan hepatopancreas are incompletely understood, with the organ’s compound name suggestive of both liver and pancreas-like functions while there are also data supporting immune-related roles^49^. In mammals, liver and ventral pancreas bud have a close lineage relationship, and may arise from the same precursors in the foregut endoderm^50^; indeed, Pdx1 plays key roles during the pancreas differentiation by repressing hepatic genes^35^. We used RNAseq to test whether oyster hepatopancreas has similarities to the vertebrate pancreas, finding that the oyster hepatopancreas transcriptome is enriched in genes typical of the digestive functions of the vertebrate exocrine pancreas (trypsin, chymotrypsin, lipases, amylase) and contains several genes associated with islet differentiation and insulin processing in the endocrine pancreas. These data are suggestive of comparable functions, but even if precise physiological functions differ between oyster and vertebrates there is little doubt that bilaterian midguts are homologous^51,52^. We conclude that the molluscan hepatopancreas and the vertebrate pancreas evolved from a homologous endodermal region expressing *Pdx* and *insulin* in the latest common ancestor of bilaterians.

In vertebrates, Pdx is a key transcriptional activator of the *insulin* gene, with its activity is modulated by co-factors^53^. We used a cell culture system to test if oyster Pdx protein, with or without a bHLH co-factor, can activate gene expression through a putative binding site identified upstream of the *cgILP* gene. The putative binding site (named B1) contains a canonical Pdx-binding sequence and is located in a broad accessible chromatin region revealed by ATAC-seq on oyster hepatopancreas tissue. In cell culture assays, we find that cgPdx can indeed transactivate gene expression through the B1 site found upstream of *cgILP*. Furthermore, when the bHLH protein cgNeuroD was co-expressed along with cgPdx, a greater transcriptional response was detected, suggesting a synergistic interaction between the two oyster transcription factors. We suggest that c*gNeuroD* may function through binding to a nearby E-box (Fig. 4). However, further verification of the suggested synergistic interaction is necessary because of the complexity of *insulin* transcriptional regulation and the limitation of the heterologous cell system used in this study. We suggest there will be differences to vertebrates, because we did not detect other potential regulatory motifs nearby, in contrast to the density of such elements in vertebrates^54^. We also stress that the open chromatin peak identified in this study reflect only one chromatin regulatory status; it is possible that in some cell types there are additional conserved or novel TFBSs upstream to or neighbouring *cgILP*.

The ATAC-seq studies performed here reveal a large number of open chromatin regions close to other genes that are worthy of further investigation, including a genome-wide accessibility map for a consensus set of 584 transcription factors, providing clues to additional transcription factors potentially involved in regulating gene expression in the oyster hepatopancreas. Curiously, although we observe a larger number of putative distal cis-regulatory elements (enhancers) than of putative proximal (promoter) elements, enrichment of TFBS was primarily observed in the proximal elements, indicative of a more compact gene regulatory architecture than previously described in vertebrate systems.

Three genes containing a Pdx-binding motif in proximal ATAC-seq peaks were further assayed to test for transcription factor binding in vivo. Of these, elements upstream of *cgILP* and *cgPCSK1* both showed significant DNA enrichment after immunoprecipitation with cgPdx antibodies; a weak ATAC-seq peak upstream of *cgXBP1* did not (Supplementary Fig. 8). However, the evidence for protein-binding in vivo should be treated as indicative rather than conclusive until the newly generated antibodies used in this study are further validated^55^. For example, although western blots using E9112 and E9113 showed a signal around the expected cgPdx molecular weight, other bands are also detected, especially with E9113.

In summary, our data indicate that the Pacific oyster, a lophotrochozoan, has retained several insulin-related genes, including a putative orthologue of *insulin/IGF* genes. The *cgILP*, is co-expressed with the *cgPdx* homeobox gene and *cgPCSK1* proprotein convertase gene in the endoderm of oyster hepatopancreas, a tissue we find has gene expression similarity to the exocrine and endocrine pancreas. Experimental analyses indicate the potential ability of oyster cgPdx and cgNeuroD to activate synergistically transcription of *cgILP* through a predicted binding site, comparable to Pdx1 and NeuroD1 activation of *insulin* in vertebrates. These findings suggest that a classic homeodomain-target gene interaction dates back to the base of Bilateria. Finding such conserved interactions has important implications for comparative biology, since it allows us to move beyond comparing gene expression patterns and commence examination of the conservation of regulatory modules. The latter are likely to prove more reliable markers of evolutionary homology and enable deeper insight into evolutionary mechanisms.

## Methods

### Phylogenetic analysis and gene structure prediction

Deduced peptide sequences for Insulin superfamily members included 20 from Mollusca, 30 from Ecdysozoa, and 51 from Deuterostomia (Supplementary Data 1). Putative orthologues between human and oyster were identified by reciprocal best-hit Blast with an *E*-value cutoff of 1e−5^56^. Pdx sequences were retrieved from NCBI (Supplementary Fig. 3). Multiple alignment was conducted with MAFFT 7.221^57^ using the L-INS-I algorithm, and trimmed with TrimAl using parameters –gt 0.9 –st 0.001 –cons 40^58^. Phylogenetic trees were constructed with RAxML^59^ using the evolutionary model LG + Gamma+Invariant and 1000 bootstrap replicates. UGENE^60^ was used for alignment visualisation. For oyster ILP sequences^23^, signal peptides were predicted by SignalP 4.1^61^, mature peptide chains predicted from adjacent pairs of basic residues^62^. For Pdx alignment visualisation, amino acids colours were coded according to their degree of evolutionary conservation and physicochemical properties using the colour scheme Zappo from Jalview^63^.

### Animal material

Three-year old Pacific oysters (*C. gigas*) used for qPCR and in situ hybridisation, RNA-seq, ATAC-seq and gene cloning were from the Oxford Covered Market, reportedly collected from the Scottish coast, and were acclimated in artificial seawater at 16 °C for 7 days before use. Oysters were fed with *Spirulina* powder during culture. Species identification was confirmed by sequencing the mitochondrial cytochrome oxidase I gene. Tissues from three individuals were dissected to obtain labial palps, gill, mantle, white adductor muscle, transparent adductor muscle, neuron, heart, haemolymph, male gonad, female gonad, hepatopancreas, stomach and intestine for immediate RNA extraction.

### RNA extraction and qPCR

Total RNA was extracted following a standard TRIzol protocol (Invitrogen, USA) and treated with DNase I (Promega, USA). RNAs from three individuals were equally mixed before synthesis of the first-strand cDNA with GoScript™ RT (Promega, USA) according to the supplier’s instructions. Primers for qPCR on oyster *insulin-like* genes, *Pdx* and as an internal control *cgEF1a* are given in Supplementary Data 4. Realtime qPCR was conducted on the Prime Pro 48 realtime qPCR system (Techne, UK). The 2^−ΔΔt^ method was used to calculate the relative quantification (RQ) of target genes. R software^64^ was used for statistics and plotting.

### Assay for transposase accessible chromatin

To maintain osmolarity, modified Dulbecco’s phosphate buffered saline (MDPBS) was used to incubate oyster cells throughout. Fresh hepatopancreas tissue fragments were incubated in 0.8 mg/ml collagenase P (Sigma, 11213857001) at room temperature for 20 min and gently pipetted every 5 min to release single cells. The cell suspension was filtered through a 40 μm cell strainer (BD Falcon, USA), transferred to a new tube, and centrifuged for 5 min at 500 × *g*. The supernatant was discarded, and the pellet suspended in MDPBS for cell viability analysis and cell counting. For each reaction 50,000 cells were collected at 1000 × *g* for 5 min, 4 °C. The transposition reaction, purification, library construction and quantitation followed established methods^65^, including tagmentation using a Nextera DNA kit (Illumina FC-121-1030) for 30 minutes at 37 °C, amplification of tagmented DNA using NEB Next High-Fidelity 2X PCR Master Mix for 11 cycles. Library quality was assessed using Agilent Tapestation.

Two samples were sequenced using 40 bp paired-end reads on the Illumina NextSeq 500 platform giving 43 and 17.5 million pairs of reads, respectively. Reads were mapped using Bowtie 2 (v. 2.1.0) to *C. gigas* genome v.9 obtained from NCBI yielding 79.8% and 74.8% of sequenced reads respectively mapped to the nuclear genome. Peaks were called on each sample using MACS2 (v. 2.1.1) using ‘—nomodel—shiftsize 250—nolambda’ parameters. Only peaks recovered in both replicates and longer than 100 bp were retained. Peaks were further filtered to remove regions overlapping with repetitive sequences derived from a combined repeat annotation modeller (RepeatModeler^66^, DUST^67^ and TRF^68^ filters), yielding a total of 168,206 consensus open chromatin regions genome-wide. Consensus peaks were assigned to genes denoted by *C. gigas* gene models obtained from NCBI using Homer (v.4.9) annotatePeaks.pl script. From this annotation, open chromatin regions corresponding to proximal and distal putative cis-regulatory elements were inferred. TFBS analysis was performed using the Gimme motifs suite (v.0.11.1)^69^. Position Weighted Matrices (PWMs) for individual TFBSs corresponding to PDX1 (human PDX1 sites: M5712_1.02, M5713_1.02, M6415_1.02 and mouse Pdx1 sites: M0976_1.02, M1952_1.02) were obtained from CIS-BP online library of transcription factors and their DNA binding motifs at http://cisbp.ccbr.utoronto.ca^70^. Mouse and human PWMs were clustered using gimme cluster command to yield one averaged cluster motif (consensus site) ‘Pdx_Average_2’ that resulted from clustering of 3 sites (Human M5713_1.02, Mouse M1952_1.02, Human M6415_1.02), a second cluster consisting of a single motif that corresponds to a doubled site of two TAAT motifs next to each other (Human M5712_1.02) and a third single motif corresponding to less prominent TAAT site (Mouse M0976_1.02). Background regions were generated using ‘gimme background -random’ command using *C. gigas* genome as reference. Threshold values were obtained based on background sequences using gimme threshold command with ‘fpr = 0.01’ for each of the individual PWMs and the Pdx_Average_2 TFBS. TFBS were identified using gimme scan using cutoff values obtained from ‘gimme threshold’ step on all consensus peaks. Both Pdx_Average_2 and Pdx_M1952_1.01 PWMs identified the experimentally validated Pdx1 sites located at −1806 (TTCTAATTAC) on scaffold737:266144-266153 but failed to recognise the flanking bases (5′-T and C-3′ respectively). In addition, a pre-clustered set of 623 motifs generated from CIS-BP motifs (http://dx.doi.org/10.6084/m9.figshare.1555851)^71^, TFBS sites (v.3), was used to scan consensus peak set as described above. Specific Pdx1 sites were not recovered by any other clustered Homeodomain PWMs confirming specificity of analysis.

### RNA sequencing and differential expression analysis

RNA sequencing (RNAseq) was performed using 75 bp paired-end (PE) sequencing on the Illumina HiSeq 4000 platform (Illumina, Inc., San Diego, CA, USA) from a hepatopancreas TruSeq library from the same individual as used for ATAC-seq. A total of 33.11 million PE reads were obtained with 4880 Mb Q20 yield. Data were analysed alongside published sequencing reads from additional organs (including ‘digestive gland’, potentially the same as hepatopancreas)^23^. Raw sequencing reads were mapped to the oyster genome with HISAT2 and further processed with the tools StringTie, and Ballgown^72^. Mapped read counts were used to identify differentially expressed genes using edgeR^73^, and gene expression levels quantified as fragments per kilobase per million mapped reads (FPKM). 

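The number of listed genes above each organ was counted from the FPKM of the deposited hepatopancreas library and the paper's FPKM of the organ. The library was above the adductor muscle for 1527 of the 1527 genes, above the mantle for 1526, above the labial palps, the gill and the male gonad for 1525 each, above the haemolymph for 1523 and above the female gonad for 1515. It was not above all of them for 19 genes. The list was chosen for higher values in the hepatopancreas than in these organs, so these counts were fixed in part beforehand. For the digestive gland, whose library was not analysed here, the paper's FPKM is above each of the 7 other organs for 921 of the genes and above their mean for 1295. The p-values of the edgeR comparison were not recomputed, because the deposited table gives FPKM and coverage and not the mapped read counts that edgeR uses.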

Hepatopancreas-enriched genes were defined as those genes having higher expression levels (*p* < 0.05) in both ‘digestive gland’ and the newly collected ‘hepatopancreas’ sample compared to other organs (adductor muscle, labial palps, gill, haemolymph, mantle, male gonad, and female gonad).

### Plasmid constructs

For riboprobe generation, amplified fragments of *cgPdx* (489 bp), *cgMIP123* (608 bp), *cgMIP4* (679 bp), *cgMILP7* (359 bp) and *cgILP* (332 bp) were cloned into pGEM-T easy (Promega, USA). For assessing subcellular localisation, *cgPdx* coding sequence was amplified with primers containing *XhoI* sites and ligated into *XhoI*-digested pEGFP-N1 vector (Clontech, USA) to generate an in-frame fusion with EGFP (construct pEGFP-Pdx). For luciferase assays, untagged *mPdx1*, *cgPdx* (LOC105327390^74^) and *cgNeuroD* (LOC105336755^75^) plasmids were constructed by cloning into *XhoI* and *MluI* sites in the pSI expression vector (Promega, USA; construct pSI-mPdx1, pSI-cgPdx, pSI-cgNeuroD). As firefly luciferase reporter constructs, corresponding genomic regions upstream of *cgILP* were ligated into the pGL4.23[*luc2*/minP] vector (Promega, USA; constructs pGL-B1). Three short versions (two with altered TAAT sites) were generated by in vitro mutagenesis (constructs pGL-B2, pGL-B2M1 and pGL-B2M2, Fig. 4). Altered TAAT sites were generated by designing mismatched base in primers covering the sites. Primers were given in Supplementary Data 4.

### Antibody synthesis and ChIP-qPCR

The coding sequence of cgPdx peptide 1–160 was cloned into pET-28a-SUMO vector, and expressed in BL21(DE3) cells. The SUMO-tagged recombinant protein was purified by Ni-NTA affinity chromatography (Qiagen); rabbit anti-cgPdx polyclonal antibodies, E9112 and E9113, were developed by Abclonal (Wuhan, China). Validation of antibodies was conducted by western blotting on tissue lysates of oyster hepatopancreas (Supplementary Fig. 11). The full coding sequence of cgPdx was cloned in-frame (see Supplementary Data 4 for primers) with a V5 tag at the C-terminal (pSF-CMV-Puro-COOH-V5, Oxford Genetics) and expressed in HEK293T cells. Western blotting was then performed with the cell lysate to determine the molecular weight of cgPdx. Specificity of antibodies was tested by western blotting on oyster hepatopancreas lysate; anti-PARP1 antibody (ab32138, abcam, Shanghai, China) was used as a positive control. ChIP assays were performed according to a standard protocol (Abcam) with minor modifications. In brief, oyster hepatopancreas tissue pieces were dissected, frozen on liquid nitrogen and stored at −80 °C until use. Single cells were isolated using methods described for ATAC. Harvested cells were cross-linked with 1% formaldehyde for 10 min at room temperature, and soluble chromatin obtained after sonication was incubated with anti-cgPdx antibodies. Two ChIP experiments were conducted with different individuals. ~150 mg hepatopancreas tissue was used with 10 μg antibodies. Protein A (Millipore, 16–661) was used to precipitate chromatin immunocomplexes, which were washed and then DNA purified using QIAquick PCR Purification Kit (Qiagen). Primers (Supplementary Data 4) were designed for qPCR examination targeting potential Pdx-binding sites upstream three genes. ChIP DNA was then used as the template for qPCR analysis, with results normalised by input DNA. Fold enrichment was calculated according to the common ‘signal over background’ method (ThermoFisher). The significance of the mean of target’s fold enrichment to 1 was calculated with one-sample *t*-test (one-sided).

### In situ hybridisation

Digoxygenin-labelled probes were synthesised from linearised constructs in sense and antisense directions, used in parallel for all experiments. Whole soft body tissue from juvenile oysters (shell length 1–3 cm) was fixed in 4% paraformaldehyde in PBS overnight at 4 °C. Tissues were washed twice in PBS, and dehydrated through a graded alcohol series before storage in 70% ethanol at −20 °C. For wax embedding, tissues were washed in 85% ethanol (15 min), 100% ethanol (3 × 15 min), methyl benzoate (3 × 15 min) and benzene (1 min) before transferring into melted paraffin (3 × 30 min). Blocks were solidified at 4 °C for at least 2 h, trimmed, mounted and stored overnight (4 °C) before sectioning at 10 μm. Sections were then de-waxed with xylene and treated with proteinase K (1 μg/ml, 15 min) before hybridisation (50% deionised formamide, 5× saline sodium citrate, 0.1% Tween-20, 10% sodium dodecyl sulfate, 0.3 mg/ml torula RNA, 50 μg/ml heparin) with 50 ng/μl probe at 65 °C, overnight. After washing with 0.2× saline sodium citrate and maleic acid buffer, riboprobes were detected by incubation with alkaline phosphatase-conjugated anti-DIG Fab fragments (1:4000; Roche Diagnostics, USA) in Roche blocking buffer in 100 mM maleic acid (2 h, room temperature). Colour development was conducted by incubation in NBT/BCIP (US Biological, Swampscott, MA). Sections were washed with distilled water, mounted in glycerol, and examined using a Leica MZ10F light microscope courtesy of Microscope Services Ltd, Oxford.

### Luciferase assay

HeLa (ATCC, USA) and COS7 (kindly provided by Dr Qingfeng Yan, Zhejiang University, Zhejiang, China) cells were cultured in modified RPMI-1640 medium (HyClone, USA) supplemented with 10% heat-inactivated fetal bovine serum (Gibco, USA) and penicillin-streptomycin (Solarbio, China), in a humidified atmosphere with 5% CO_2_ at 37 °C. Plasmids were transfected into cells using Lipofectamine 3000 reagent (Life Technologies, USA) according to the supplier’s instructions. Luciferase assays were conducted in 24-well plates with ~250,000 cells and 500 μl medium/well; A total of 0.5 μg pSI expression plasmid DNA (by adding the blank pSI vectors to keep constant for each transfection) was transfected with 0.2 μg pGL-series reporter plasmids, and 1 ng control pRL-CMV Renilla luciferase plasmid (Promega, USA). At 24 h post-transfection, firefly and Renilla luciferase activities were measured using a Dual-Luciferase Reporter Assay System (Promega, USA) in a Varioskan Flash multimode reader (Thermo Scientific, USA). Each transfection was performed in triplicate for biological replicates, and wells divided into two to generate technical replicates. Student’s *t* test (two-sided) was used to determine the significance of differences. 95% confidence interval (CI) of the sum between cgNeuroD and cgPdx/mPdx1 was estimated based on the pool of all the possible combinations between the relative luciferase values from cgNeuroD and cgPdx/mPdx1 groups. Significance was then calculated by bootstrapping (*n* = 100,000), in which sum values with the same sample size as the group (cgPdx/mPdx1+cgNeuroD) were randomly sampled from the sum pool.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Peer Review File

Reporting Summary

## Data Availability

The raw sequencing data and analysis results for *C. gigas* hepatopancreas RNAseq and ATAC-seq have been deposited in the Gene Expression Omnibus under accession code: GSE107713 and under BioProject PRJNA417263. Mapping details of reads onto the genome and ATAC-seq peak calling result can also be visualised by adding the hub http://zoo-animalia.zoo.ox.ac.uk/Cragig/hub2.txt into UCSC genome browser. The authors declare that the main data supporting the findings of this study are available within the article and its Supplementary Information. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Evidence from oyster suggests an ancient role for Pdx in regulating insulin gene expression in animals
**Source:** Nat Commun. 2021 May 25;12:3117. doi: 10.1038/s41467-021-23216-7
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary information

### **Evidence from oyster suggests an ancient role for Pdx in regulating insulin gene expression in animals**

Fei Xu <sup>1,2 \*</sup>, Ferdinand Marlétaz <sup>1,3,4</sup>, Daria Gavriouchkina <sup>3,5</sup>, Xiao Liu <sup>6</sup>,  
Tatjana Sauka-Spengler <sup>5</sup>, Guofan Zhang <sup>2,7</sup> and Peter WH Holland <sup>1</sup>

Oxford, Oxford OX3 9DS, UK

Science and Technology, Qingdao, China

**Supplementary Table 1:**

Comparison of amino acid sequence between the deduced A-chains and B-chains of human insulin/IGF, *Drosophila* ILPs and mollusc ILPs.

|                | B-chain                                                                                                                                                          | A-chain                                                                                                                                         |
|----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Human</b>   |                                                                                                                                                                  |                                                                                                                                                 |
| INS            | FVNQHL <b>C</b> GSHLVEALYL <b>V</b> - <b>C</b> GERGFFYTPKT                                                                                                       | GIVEQ <b>C</b> CTSI- <b>C</b> SLYQLEN <b>Y</b> CN*                                                                                              |
| IGF1           | GPETL <b>C</b> GAE <del>L</del> VDALQFV- <b>C</b> GDRGFYFNKPT                                                                                                    | GIVDE <b>C</b> CFRS- <b>C</b> DLRRLEMY <b>C</b> A                                                                                               |
| IGF2           | AYRPSETL <b>C</b> GGELVDTLQFV- <b>C</b> GDRGFYFSRPA                                                                                                              | GIVEE <b>C</b> CFRS- <b>C</b> DLALLE <b>T</b> Y <b>C</b> A                                                                                      |
| <b>Fly</b>     |                                                                                                                                                                  |                                                                                                                                                 |
| DILP1          | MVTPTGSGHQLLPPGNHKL <b>C</b> GPALSDAMD <b>V</b> - <b>C</b> PHGFNTLP                                                                                              | HLTGGVYDE <b>C</b> CVKT- <b>C</b> SYLELAI <b>Y</b> CLPK*                                                                                        |
| DILP2          | LCSEKLNEVLSMV- <b>C</b> EEYNPVIPH                                                                                                                                | TRQRQGIVER <b>C</b> CKKS- <b>C</b> DMKALRE <b>Y</b> CSVVRN*                                                                                     |
| DILP3          | TMKL <b>C</b> GRKLPETLSKL- <b>C</b> VYGFNAMT                                                                                                                     | LRDGVFDE <b>C</b> CLKS- <b>C</b> TMDEVLR <b>Y</b> CAAKPRT*                                                                                      |
| DILP4          | LQPVQGRK <b>M</b> CEALIQALD <b>V</b> - <b>C</b> VNGFT                                                                                                            | IAHE <b>C</b> CKEG- <b>C</b> TYDDILD <b>Y</b> CA*                                                                                               |
| DILP5          | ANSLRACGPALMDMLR <b>V</b> A- <b>C</b> PNGFNSMFA                                                                                                                  | DFRGVDS <b>C</b> CRKS- <b>C</b> SFSTLR <b>Y</b> CD <b>S</b> *                                                                                   |
| DILP6          | SPLAPTEYEQRR <b>M</b> CS <b>T</b> GLSDVIQ <b>K</b> I- <b>C</b> VSGT <b>V</b> A                                                                                   | DLQNVSD <b>L</b> CCSGG <b>C</b> TYRELLQ <b>Y</b> CK <b>G</b> *                                                                                  |
| DILP7          | LQHTEEGLEML <b>F</b> FRERSQSDWENV <b>W</b> HQETHSR <b>C</b> RD <b>K</b> LVRQLY <b>W</b> A- <b>C</b> E <b>K</b> D <b>I</b> YRLT                                   | SDGNTPSIS <b>N</b> ECCTKAG <b>C</b> T <b>W</b> E <b>E</b> Y <b>A</b> E <b>Y</b> CP <b>S</b> NKRRNH <b>Y</b> *                                   |
| DILP8          | S <b>F</b> CSLERMKKFAMEA <b>C</b> EHLFQADEGA                                                                                                                     | DHSSRSYNNIP <b>Y</b> CC <b>L</b> NQ- <b>C</b> EEEE <b>F</b> --- <b>C</b> *                                                                      |
| <b>Oyster</b>  |                                                                                                                                                                  |                                                                                                                                                 |
| MIP123         | GFEKV <b>C</b> TFETYRRGVHQQ <b>G</b> ACGDNLADMLRL <b>V</b> - <b>C</b> R <b>K</b> Y                                                                               | YGDINIV <b>C</b> CC <b>Y</b> HS- <b>C</b> SVAEFED <b>Y</b> CA <b>E</b> *                                                                        |
| MIP4           | DFERV <b>C</b> NSQTDLRGPD <b>P</b> Q <b>G</b> ICGR <b>L</b> IPEMLHL <b>V</b> - <b>C</b> GGQYY <b>V</b> PS                                                        | NAYQGIV <b>C</b> CC <b>Y</b> HG- <b>C</b> NWFELQ <b>Y</b> CG <b>F</b>                                                                           |
| MILP7          | AAIH <b>Y</b> QSYNP <b>V</b> <b>F</b> LQ <b>R</b> TEAEWR <b>S</b> L <b>W</b> HNDCHRV <b>C</b> H <b>F</b> ELDQHVD <b>L</b> A- <b>C</b> R <b>M</b> D <b>I</b> YRIR | NVL <b>N</b> EC <b>C</b> Y <b>S</b> KG <b>C</b> <b>S</b> <b>W</b> E <b>E</b> F <b>A</b> E <b>F</b> CQ <b>S</b> IRLPATNAN <b>S</b> CV <b>S</b> * |
| ILP            | SQLQ <b>A</b> CGSALTDILSL <b>V</b> - <b>C</b> R <b>N</b> Q <b>F</b> HAP <b>A</b>                                                                                 | GGVVEE <b>C</b> CF <b>S</b> S- <b>C</b> SYENLL <b>L</b> Y <b>C</b> S                                                                            |
| <b>Lymnaea</b> |                                                                                                                                                                  |                                                                                                                                                 |
| MIP1           | QFS <b>A</b> C <b>N</b> INDRPHRRGV <b>C</b> GSALADLVDF <b>A</b> - <b>C</b> SSSNQ <b>P</b> AM <b>V</b>                                                            | QGT <b>T</b> NIV <b>C</b> CC <b>M</b> K <b>P</b> - <b>C</b> TLSELRQ <b>Y</b> CP*                                                                |
| MIP2           | QSS <b>C</b> SLSSRPHPRG <b>I</b> CGSNLAGFRA <b>F</b> I- <b>C</b> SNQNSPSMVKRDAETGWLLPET <b>M</b> V                                                               | QRTTNLV <b>C</b> CC <b>F</b> NY- <b>C</b> TPDVVR <b>K</b> Y <b>C</b> Y*                                                                         |
| MIP3           | TTQHT <b>C</b> SILSRPHPRGL <b>C</b> GSTLANMVQ <b>W</b> L- <b>C</b> STYTT <b>S</b> SK <b>V</b>                                                                    | ESRPSIV <b>C</b> CC <b>F</b> NQ- <b>C</b> TVQELL <b>Y</b> CA*                                                                                   |
| MIP5           | QFS <b>A</b> C <b>S</b> FSRPHPRG <b>I</b> CGSDLADLRA <b>F</b> I- <b>C</b> SRRNQ <b>P</b> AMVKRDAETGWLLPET <b>M</b> V                                             | QRTTNLV <b>C</b> CC <b>C</b> YN <b>V</b> - <b>C</b> TVDV <b>F</b> Y <b>E</b> Y <b>C</b> Y*                                                      |
| MIP7           | QQVNT <b>C</b> TMFSRQHPRGL <b>C</b> GNRLARAHAN <b>L</b> - <b>C</b> FLLRNTY <b>P</b> DIF <b>P</b> R                                                               | EVMAEPSLV <b>C</b> CC <b>C</b> Y <b>N</b> E- <b>C</b> SVRKLAT <b>Y</b> C*                                                                       |
| <b>Aplysia</b> |                                                                                                                                                                  |                                                                                                                                                 |
| AILP1          | NFEH <b>S</b> CNGYMRPHPRGL <b>C</b> GEDLHVII <b>S</b> N <b>L</b> - <b>C</b> SSLGGNRRFLAK <b>Y</b> M <b>V</b>                                                     | EASGSIT <b>C</b> CC <b>F</b> NQ- <b>C</b> RIFELAQ <b>Y</b> CR <b>L</b> PDHFFSR <b>I</b> S                                                       |
| AILP2          | ETRY <b>C</b> RPGFSRPHPRG <b>F</b> CGSALARLHAN <b>F</b> - <b>C</b> LLLRWAYPEHF <b>P</b> MG                                                                       | AARGKRS <b>L</b> V <b>C</b> CC <b>C</b> Y <b>S</b> A- <b>C</b> DERKLAV <b>Y</b> ?*                                                              |
| AILP3          | QLV <b>C</b> VDRDSRPHPRG <b>I</b> CGSRLTRAHNN <b>L</b> - <b>C</b> FLLSR <b>T</b> YPEHF <b>P</b> MG                                                               | GGTQSNMV <b>C</b> CC <b>C</b> Y <b>H</b> M- <b>C</b> SPRQLAT <b>Y</b> C*                                                                        |
| AILP4          | ERR <b>L</b> CGQLLADTLDM <b>V</b> - <b>C</b> EDRGFN <b>L</b> A                                                                                                   | EVNSRIVDE <b>C</b> CLRP- <b>C</b> NFATLQ <b>S</b> Y <b>C</b> ADPDDPVVEIPED <b>V</b> L                                                           |

Note: Conserved cysteine residues shaded and bold. Additional cysteine residues underlined and bold. \* indicates C-terminus of protein. ? indicates a putative "C" inferred from the structure character of insulin superfamily. Bold letters in the A&B chains of DILP7 and ILP3 shows the identical amino acids they share (FWWHNEGWEAE) that distinguish them from other members of insulin superfamily.

**Supplementary Table 2:**

Reads Per Kilobase per Million mapped reads (RPKM) of oyster *ILPs* and *Pdx* in main oyster tissues calculated by RNAseq.

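Supplementary Table 2 gives RPKM, the number of reads on a gene scaled by the length of the gene and by the number of mapped reads in the library. RPKM counts reads where FPKM counts read pairs. The libraries of this table are those of Zhang et al., in which the digestive gland includes hepatopancreas and other tissues, so the columns are not measurements of the hepatopancreas library. The gene names also differ from those of the main text. The RefSeq gene table pairs the protein of cgILP3 in this table with LOC105333726, which the main text calls cgMILP7. The names cgILP1, cgILP2 and cgILP4 were not paired with loci here. Their digestive gland RPKM is 24.16, 14.94 and 31.52. If they stand for cgILP, cgMIP123 and cgMIP4 in some order, the paper's digestive gland value of cgMIP123 is at least 14.94. In the hepatopancreas library cgMIP123 had an FPKM of 0.0650, and the cause of such a gap was not tested.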

| gene   | mantle | digestive gland | gill  | adductor muscle | hemolymph | labial palps | male gonad | female gonad |
|--------|--------|-----------------|-------|-----------------|-----------|--------------|------------|--------------|
| cgILP1 | 0.00   | 24.16           | 0.66  | 0.00            | 0.00      | 1.51         | 12.62      | 1.83         |
| cgILP2 | 2.47   | 14.94           | 0.36  | 0.00            | 0.00      | 0.38         | 11.48      | 3.65         |
| cgILP3 | 0.39   | 0.11            | 0.00  | 0.20            | 0.00      | 0.08         | 0.13       | 0.25         |
| cgILP4 | 2.03   | 31.52           | 0.44  | 0.00            | 0.00      | 0.00         | 24.97      | 2.09         |
| cgPDX  | 0.31   | 18.62           | 54.99 | 0.71            | 0.97      | 0.08         | 10.02      | 61.67        |

Note: data were calculated according to raw data of RNAseq from Zhang et al. 2012.

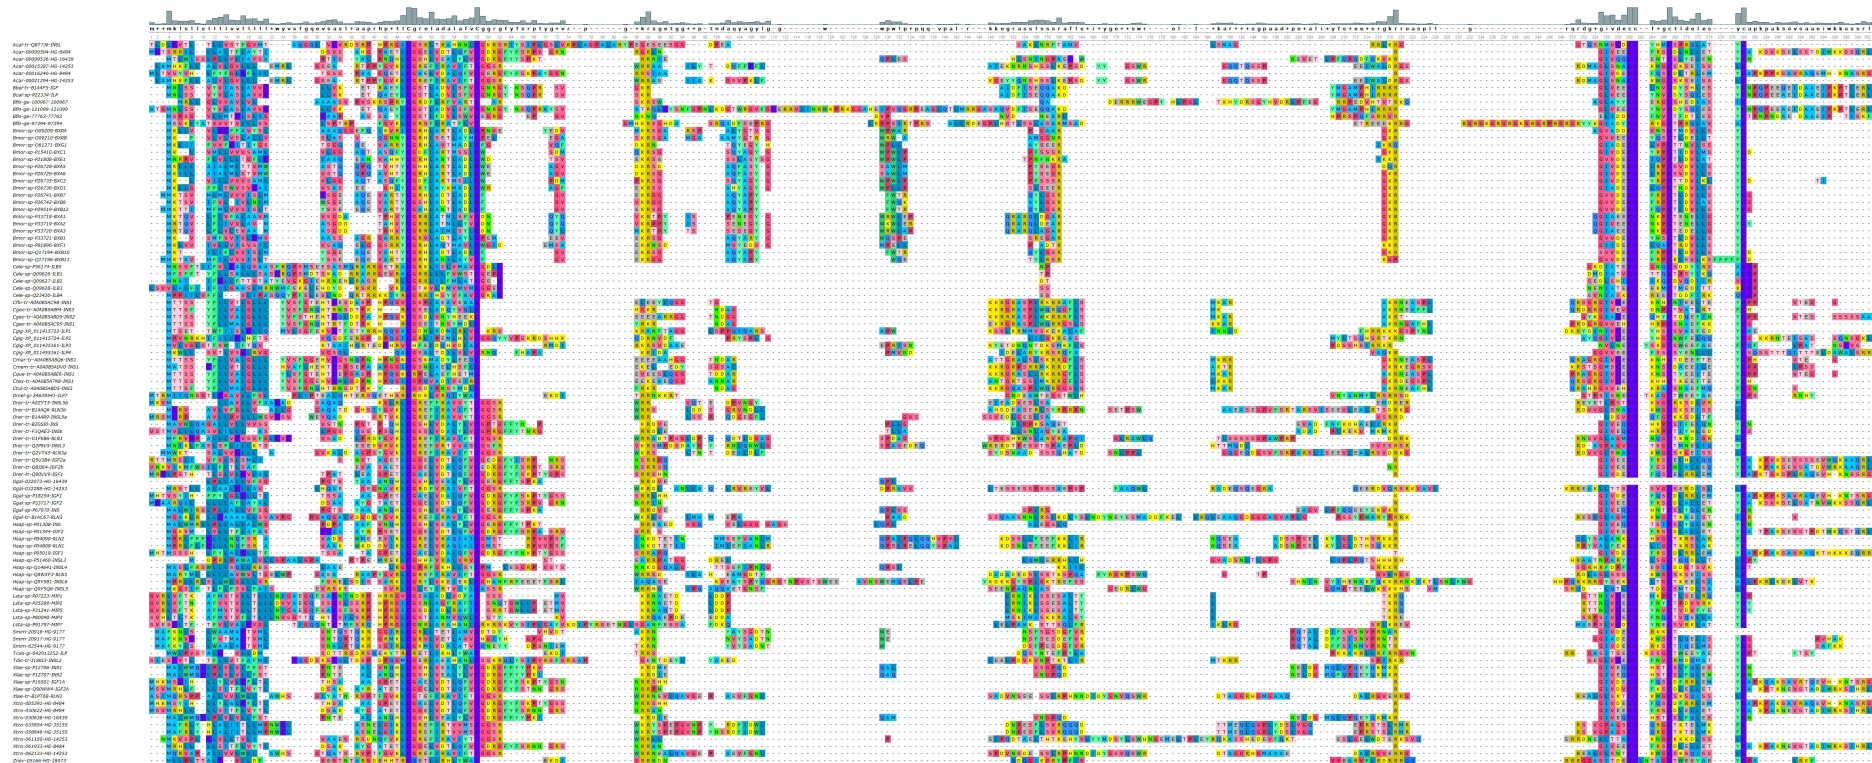

**Supplementary Fig. 1**

Alignment of 101 peptide sequences in the insulin superfamily. Species abbreviations are given in Supplementary Data 1.

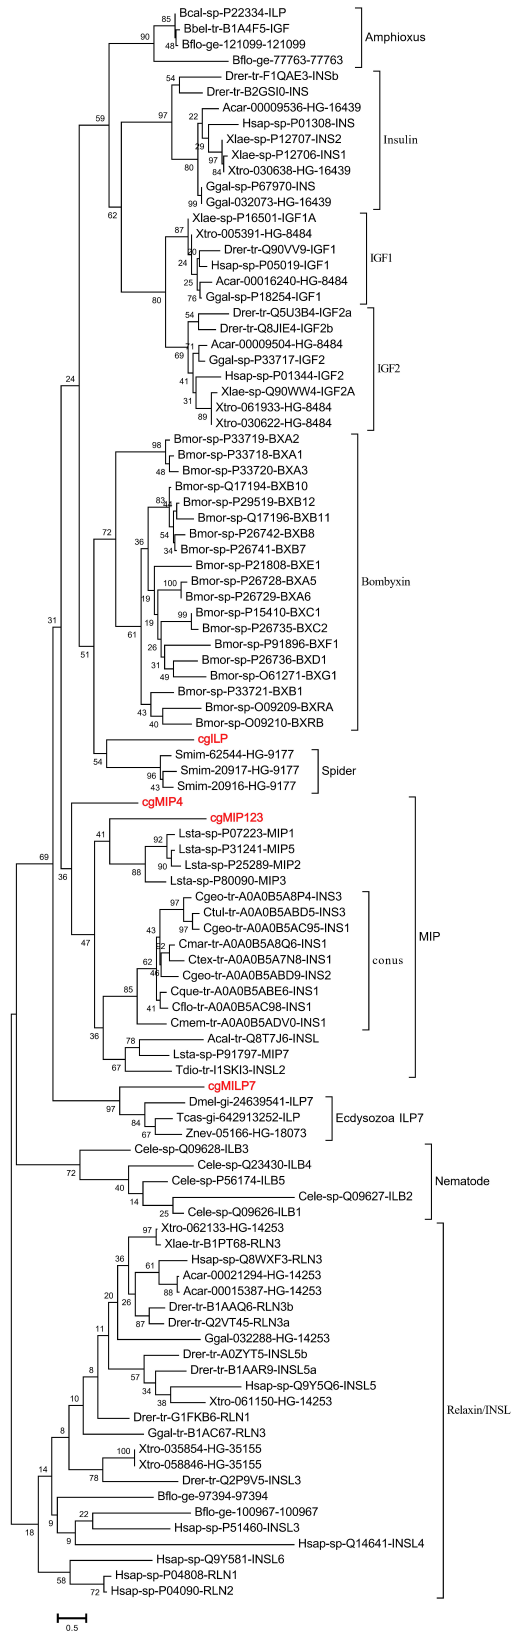

## Supplementary Fig. 2

The full phylogenetic tree (RAxML method) of insulin-related genes used in the main text Figure 1.

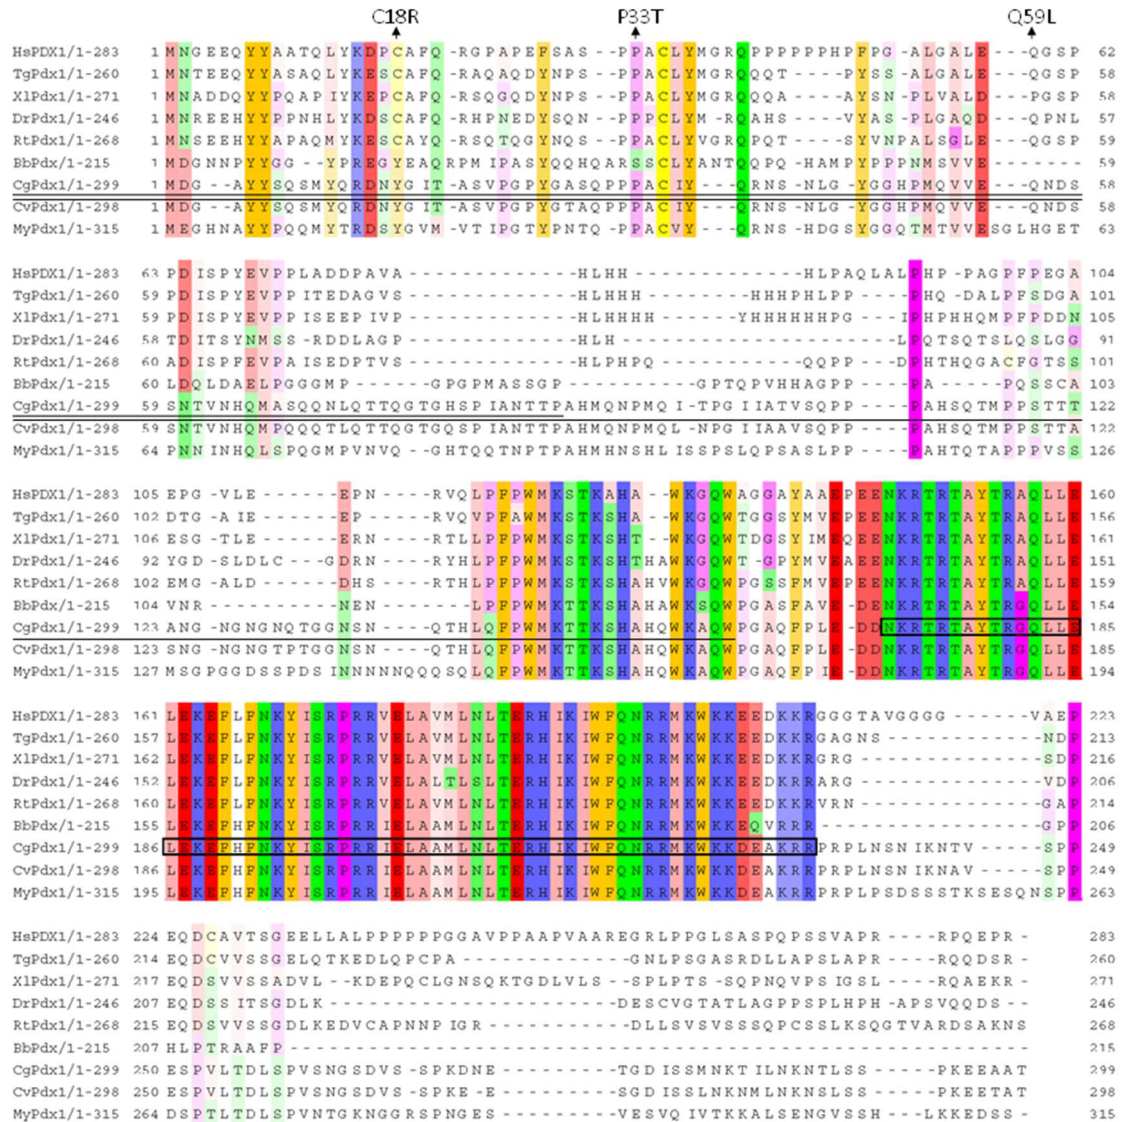

### Supplementary Fig. 3

Alignment of Pdx proteins. Hs, *Homo sapiens*; Tg, *Taeniopygia guttata*; Xl, *Xenopus laevis*; Rt, *Rhincodon typus*; Bb, *Branchiostoma belcheri*; Dr, *Danio rerio*; Cg, *Crassostrea gigas*; Cv, *Crassostrea virginica*; My, *Mizuhopecten yessoensis*. Boxed sequence is the homeodomain of oyster *C. gigas* Pdx. Double-underlined sequence is the predicted homology transactivation domain (TAD), while peptide marked with both double and single underlines is designed as antigen to produce antibodies E9112 and E9113. Marked sites were mutations known to be responsible for the development diabetes: C18R and Q59L are found in patients with Type 2 Diabetes, while P33T contributes to the development of maturity-onset diabetes of young 4.

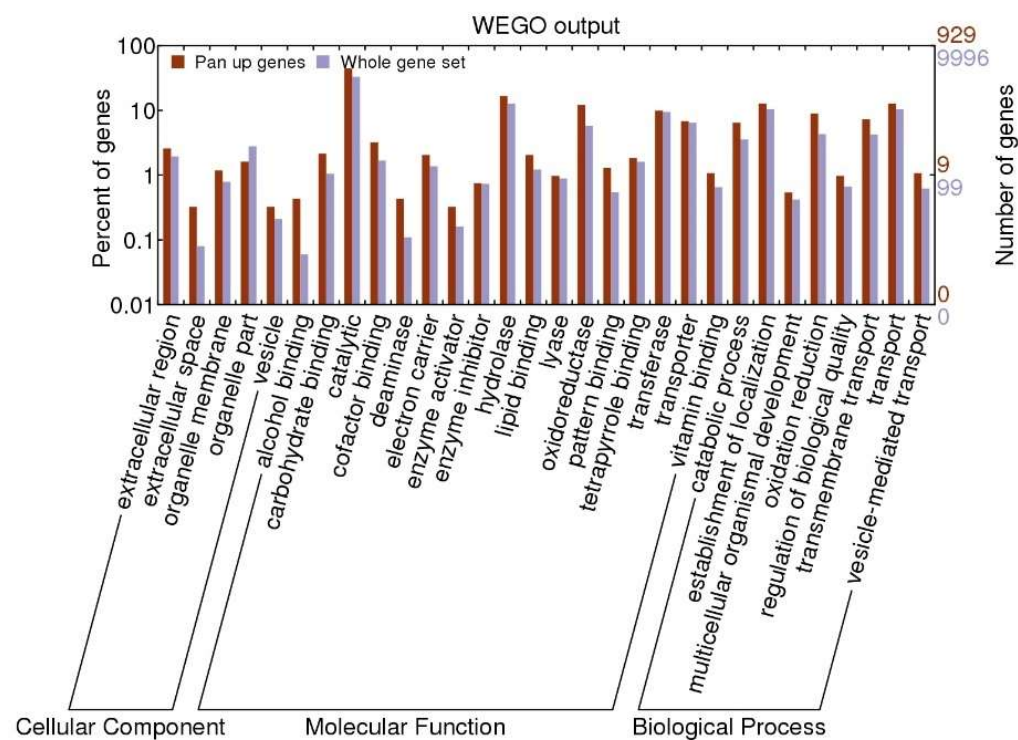

**Supplementary Fig. 4**

GO terms enrichment of genes enriched in oyster hepatopancreas compared to other tissues (mantle, gill, labial palps, heart, hemolymph, adductor muscle, male gonad, female gonad).

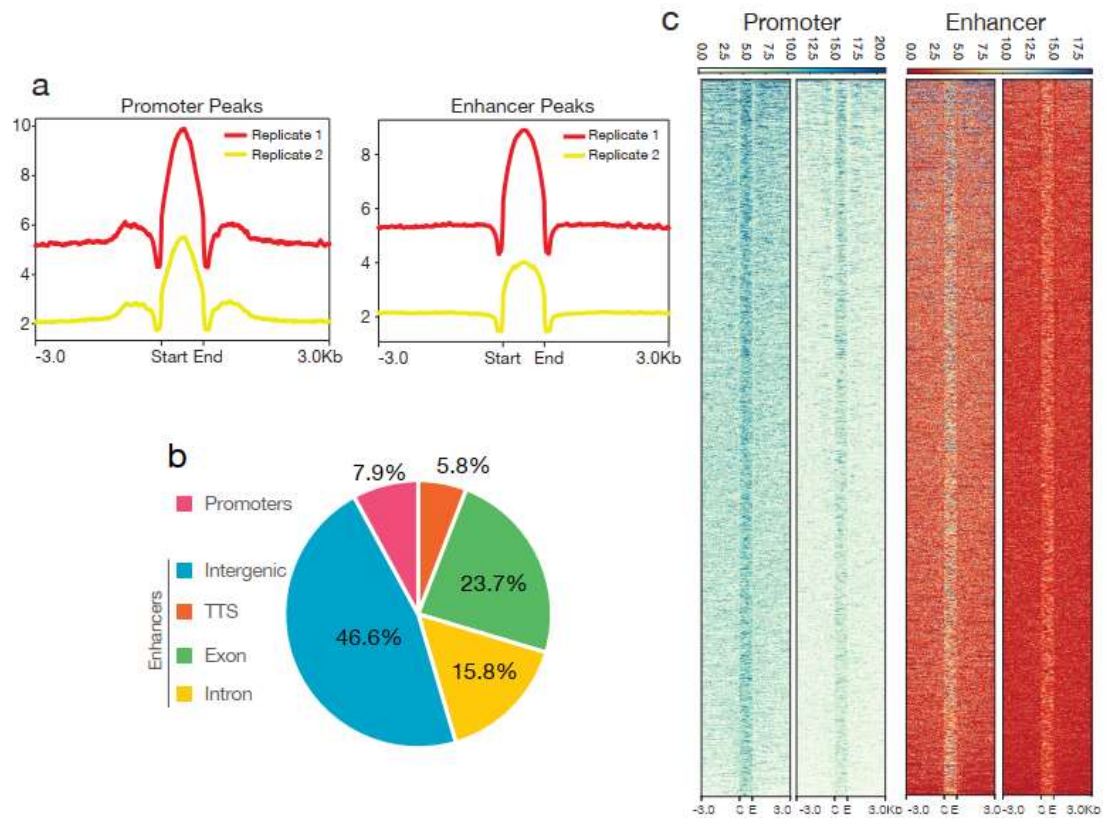

### Supplementary Fig. 5

Assessment of the quality of oyster hepatopancreas ATAC-seq data. **a** Distribution of open chromatin peaks relative to closest gene. **b&c** Profile plot and heatmaps of putative promoter (green heatmap) and enhancer peaks (red heatmap) in two ATAC-seq replicates.

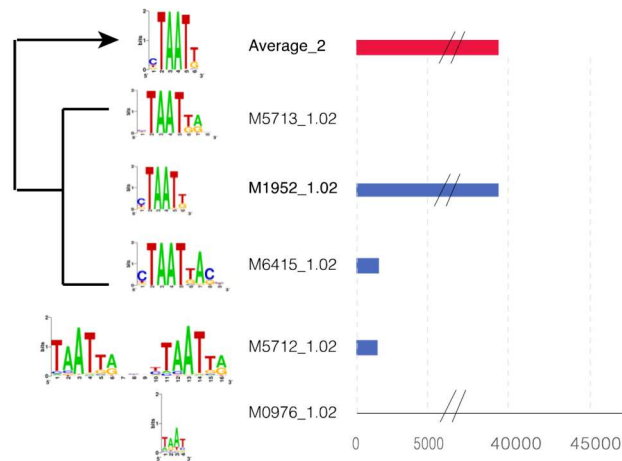

### Supplementary Fig. 6

Details of Pdx consensus PWM generation and relative number of instances of each motif. This figure shows the Logos of position weighted matrices (PWMs) utilized to generate consensus Pdx PWM Average\_2 and barplot indicating number of instances each motif was detected in open chromatin regions.

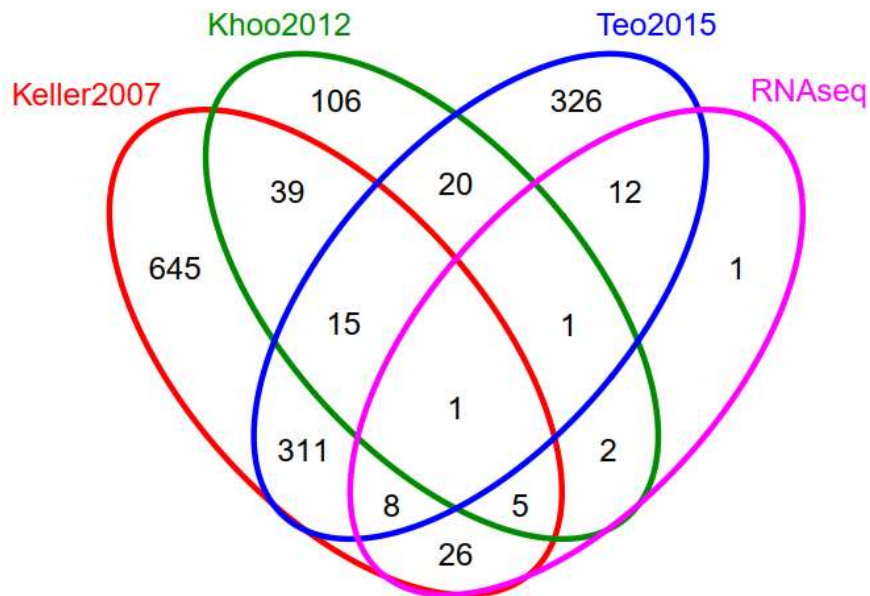

### Supplementary Fig. 7

Distribution of oyster orthologs identified to contain Pdx regulation motif in human or mouse. Dataset “Keller2007” was from the Pdx motif containing orthologs identified in mouse by Keller et al. 2007. Dataset “Khoo2012” was from the Pdx motif containing orthologs identified in human cells by Khoo et al. 2012. Dataset “Teo2015” was from the Pdx motif containing orthologs identified in human cells by Teo et al. 2015. Dataset “RNAseq” was the oyster hepatopancreas enriched genes identified by this study. Source data are provided in Supplementary Data 3.

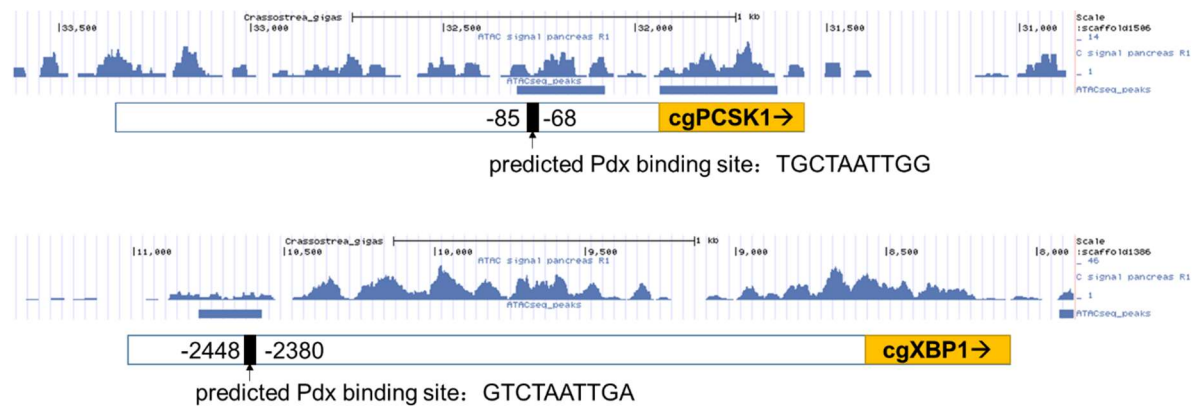

### Supplementary Fig. 8

Distribution of potential Pdx binding site upstream *cgPCSK1* and *cgXBP1*. The ATAC-seq peaks are not direct extrapolation of the regions with the highest sequencing signal, as the calling process takes into account both replicates, the averaged background over a window, as well as the shift induced by the library construction process. 

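The hepatopancreas RNAseq table places the cgXBP1 copies on 2 scaffolds, all on the minus strand. LOC105332313 lies on NW_011935646.1 from 80441 to 82139 and had an FPKM of 81.7. LOC105344694 lies on NW_011936947.1 from 5903 to 7309 and had an FPKM of 107. Its span shares 422 bp with that of LOC105344684, which starts at 6888 on the same scaffold. The spans of LOC105332313 and LOC105344684 both measure 1699 bp. Summed over the 3 copies the FPKM was 323, and how the reads divide among them is uncertain, since reads from identical sequence can be placed on any copy.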

Note that the assay on *cgXBP1* was limited by the poor genome assembly where three copies were predicted (LOC105332313 in scaffold663, and LOC105344684 & LOC105344694 in scaffold1386).

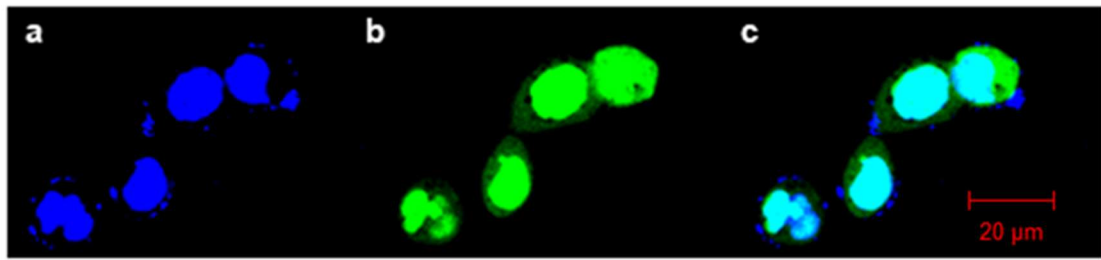

**Supplementary Fig. 9**

Nuclear localization of oyster Pdx protein in HeLa cells. **a** Nuclei stained by Hoechst (Blue). **b** Oyster Pdx-green fluorescent protein (GFP) fusion (green). **c** Merged image. Observations from single experiment.

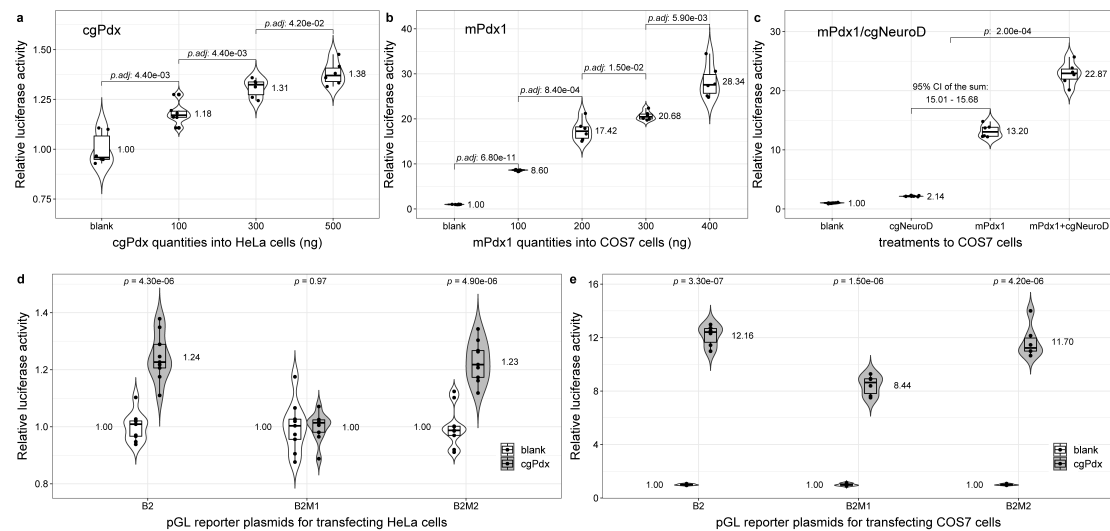

**Supplementary Fig. 10**

functional characterization of cgPdx, mPdx1 and cgNeuroD proteins in HeLa and COS7 cells. **a** Gradient experiment of oyster cgPdx in HeLa cells demonstrating that responsiveness of the B1 cis-element is dependent on the quantity of the transfected cgPdx expression plasmid. **b** Gradient experiment of mouse mPdx1 in COS7 cells showing dose dependent and stronger induction to the reporter gene transcription. **c** mPdx1-cgNeuroD co-transfection gives higher transcriptional activity than the sum of the individual activities, showing the synergy between mPdx1 and cgNeuroD. 95% confidence interval (CI) of the sum between cgNeuroD and mPdx1 was estimated based on all the possible combinations between the relative luciferase values from cgNeuroD and mPdx1. Significance was calculated by bootstrapping test ( $n=100000$ ), in which sum values with the same sample size with the group (mPdx1+cgNeuroD) was randomly sampled from all the possible combinations between group cgNeuroD and group mPdx1. **d** Mutating the TTCTAATTAC site (B2M1) destroys the ability of oyster cgPdx to activate luciferase expression in HeLa cells, while mutation of a different TAAT site (B2M2) does not. Relative luciferase activity in the cells transfected with blank pSI and the same reporter plasmid is set at 1.0. **e** In COS7 cells, mutant B2M1 decrease the activation level of reporter gene, while mutant B2M2 shows no influence on the transcription activity. For all experiments,  $n=3$  biologically independent cells by 2 technically independent measurements.  $p$  values were calculated by two tailed Student's  $t$  test and Holm's method to correct for multiple comparisons ( $p$ -adj). Source data are provided as a Source Data file.

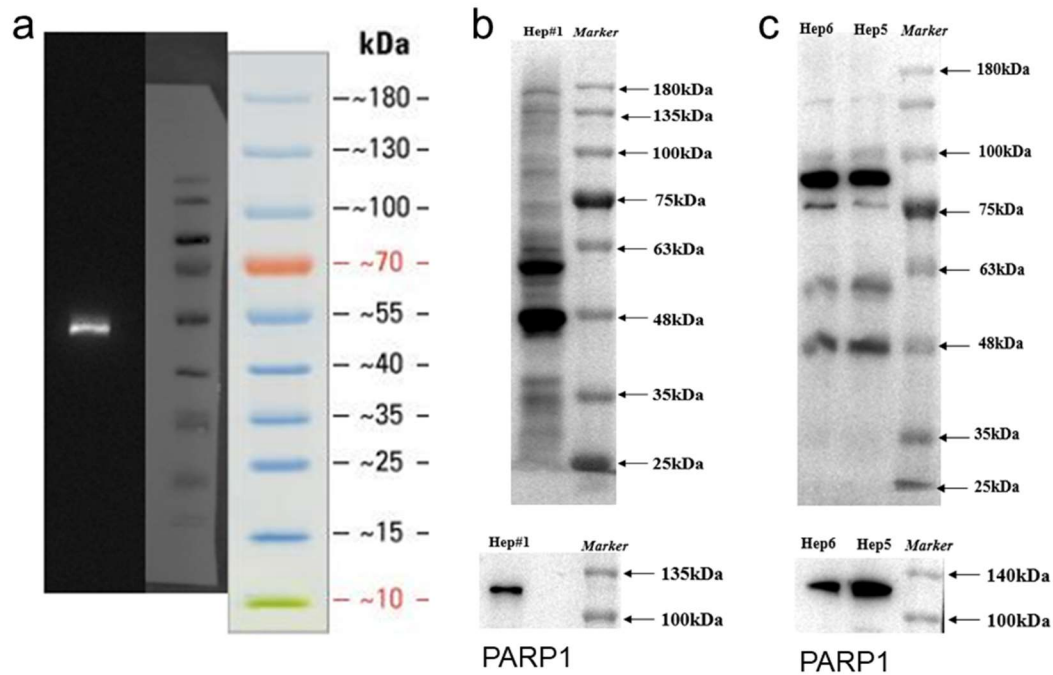

### Supplementary Fig. 11

Western blot assay on cgPdx expressed in HEK293T cells (a) and for validation of antibodies E9112 (b) and E9113 (c). cgPdx (with V5 tag) expressed in HEK293T cells showed ~50 KDa molecular weight (anti-V5 antibody was applied). Oyster hepatopancreas (Hep#1, Hep5 and Hep6) was used to validate antibodies E9112 (b) and E9113 (c). A band was observed around the expected molecular weight of cgPdx. Anti-PARP1 antibody (ab32138, abcam, Shanghai, China) was used as positive control. Blots were developed with peroxidase-conjugated goat anti-rabbit IgG (H+L) secondary antibodies (33101ES60, Yeasen, Shanghai, China) at 1/10000 dilution for 1 hour at room temperature before imaging. Dilutions was 1/1000 for E9112 and E9113, 1/5000 for ab32138. Observations from single experiment. Source data are provided as a Source Data file.

# Supplementary material for: Evidence from oyster suggests an ancient role for Pdx in regulating insulin gene expression in animals
**Source:** Nat Commun. 2021 May 25;12:3117. doi: 10.1038/s41467-021-23216-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Species and sequence accessions used for phylogenetic analysis of insulin-related peptides.

File Name: Supplementary Data 2

Description: Oyster hepatopancreas-enriched genes.

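Supplementary Data 2 lists for each gene its symbol, for most a description, and the FPKM in the hepatopancreas library, the digestive gland and the 7 other organs. Of the paper's values in it, the hepatopancreas FPKM has a median of 22.3 and a minimum of 4.50, and the digestive gland is at 0 for 56 genes. The hepatopancreas column can be set beside the FPKM of the deposited table. The deposited value divided by the listed value had a median of 1.15 and quartiles of 0.992 and 1.64, and Spearman's rho across the genes, which are not independent replicates, was 0.909. The values lay within 1.5 times of each other for 1076 genes.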

File Name: Supplementary Data 3

Description: Oyster orthologues identified to contain putative Pdx regulation motif in human or mouse.

File Name: Supplementary Data 4

Description: Primers used in this study.

# Supplementary material for: Evidence from oyster suggests an ancient role for Pdx in regulating insulin gene expression in animals
**Source:** Nat Commun. 2021 May 25;12:3117. doi: 10.1038/s41467-021-23216-7
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Accession codes: The raw sequencing data and analysis results for *C. gigas* hepatopancreas RNAseq and ATAC-seq have been deposited in the Gene Expression Omnibus with accession number GSE107713 under BioProject PRJNA417263. Mapping details of reads onto the genome and ATAC-seq peak calling result can also be visualised by adding the hub <http://zoo-animalia.zoo.ox.ac.uk/Cragig/hub2.txt> into UCSC genome browser. The authors declare that the main data supporting the findings of this study are available within the article and its Supplementary Information or from the authors upon reasonable request. The source data underlying Figures 2a, 5a-f, Supplementary Fig. 10a-e and 11a-c are provided as a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

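The data are 1 RNAseq library from the hepatopancreas of 1 Pacific oyster, sequenced with 75 bp paired-end reads. The authors mapped the reads with HISAT2 and quantified loci with StringTie, in versions 2.1.0 and 1.3.4 by the Reporting Summary. The paper's text does not give the parameters of these runs. The deposited table gives FPKM, fragments scaled by exonic length and by the number of mapped fragments, as the authors' run of StringTie wrote it. The deposited coverage is the mean read depth per base of a locus and was not scaled by the authors. The deposited TPM is a fixed multiple of FPKM, scaled so that the loci the authors assembled sum to 1000000, and with the annotated loci the column sums to more than that. The table gives scaffolds by their NCBI names, and coordinates are printed as it gives them. The paper names version 9 of the oyster genome for ATAC-seq, and no other build's coordinates were used. ATAC-seq, ChIP-qPCR, luciferase and qPCR data were not analysed here.

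From the table, annotated loci were kept for all values at claims, and values were summed over loci with the same gene symbol. A gene counts as detected when its FPKM is above 0. The genes of Supplementary Data 2 were matched by symbol, and all 1527 were found. Ratios to other organs use the paper's FPKM of the 7 organs and are on the log2 scale after 1 was added to both values, which understates the ratio of low genes. The random lists were drawn 10000 times within deciles of locus span. A locus was taken as departing from the library's coverage to FPKM constant when the relative difference was above 0.001. An FPKM from coverage is the coverage divided by that constant. Enzyme classes were matched by words in the paper's gene descriptions, with lists written before the library was examined. The RefSeq gene table of assembly xbMagGiga1.1, another build than that of the deposited table, was used for symbols only. Python 3.11.15 with numpy, pandas, scipy and matplotlib was used, in versions 2.4.6, 2.3.3, 1.17.1 and 3.10.9 of these packages.

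With 1 library no test between conditions is possible, no p-value was computed across genes, and no result was set against a spread between animals. The table holds no read counts and no exonic lengths, so the counting error of a single gene is unknown. The coverage constant corresponds to 25.5 M aligned pairs for the library. The numbers of genes and the medians describe this library alone. The methods were tested on simulated data. Of 40 unchanged gene lists, 4 lay above the 95th percentile of random lists, and 40 of 40 lists raised 4 times did. All 200 simulated loci that depart from the constant were found, with 0 false calls among 26637, and 192 of 200 intervals of a median held the true one. Coverage of the other simulated loci was an exact multiple of FPKM, without rounding, so the result on departing loci was fixed beforehand. It gives no error rate for the deposited values.

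The genes named in the text follow a rule set before the data were examined: every gene the paper names by its symbol, the 5 most abundant genes on the list and the 5 most abundant outside it. The search for pancreas factors by description and the background of the enzyme descriptions needed descriptions of all genes and were not run. Alternatives set before the data were examined covered the detection threshold, the handling of repeated symbols, TPM in place of FPKM, the most abundant genes, the matching of random lists, the pseudocount and the choice of other organs. The total over assembled loci, the paper's hepatopancreas FPKM, the genes on the coverage constant and the FPKM from coverage were added after the data had been seen.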

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

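All tests in this part were set before their results were seen, but the terms several times, far more often and nearly all in their predictions were put into numbers afterwards, at 3 times for the first pair and 90% for the last, with up to 1.5 times read as about equal.

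StringTie assembled 11307 loci that overlap no annotated gene, which the paper does not report on, and these held 12.6% of the TPM of assembled loci. Of them 59 had an FPKM of at least 100. The locus with the highest FPKM of the whole table, 18730, was among them. It lies on the plus strand of NW_011935054.1 from 117457 to 130965, and the nearest annotated gene is 1787 bp away. Its coverage of 7385 would give an FPKM of 1930 by the constant that holds for most loci, so its FPKM is 9.71 times what its coverage implies, and by coverage it would not be the highest locus. The next loci, on NW_011941756.1 from 8222 to 8433 with an FPKM of 4533 and on NW_011934743.1 from 288225 to 289648 with 3676, keep to the constant.

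Untranslated ends of annotated genes would put most of these 59 loci within 1 kb of a gene, and 18.6% of them were, against 29.3% of the weaker unannotated loci. Background of genomic DNA or unspliced RNA would leave nearly all of them without a strand, since StringTie gives a strand in an unstranded library only to spliced loci. Of the 59 loci 37.3% had no strand, against 82.1% of the weaker ones. Genes broken by the draft assembly would put these loci more often on scaffolds without an annotated gene. This held for 25.4% of the 59 loci against 8.61% of the weaker ones, a ratio of 2.95, between equal shares and the 3 times set for this explanation. Assembly breaks were therefore not ruled out. The other loci, the 5 with the highest FPKM among them, lie on scaffolds with an annotated gene and do not show this sign. A gene broken at the end of such a scaffold would not show it either, and distances to scaffold ends were not computed. Reads from other organisms in the digestive tract were not tested, since no sequence of the loci was used here. No biological explanation was tested.

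Among annotated genes outside the enriched list, the highest FPKM was 6524, of LOC105338957, the elongation factor gene that the paper uses as qPCR control, on NW_011936299.1 from 228647 to 231999. It was followed by LOC105327516 with 5919, LOC105345477 with 5841, LOC105336480 with 2948 and LOC105321673 with 2894, all among the 19 most abundant annotated genes. The paper does not discuss the hepatopancreas level of these genes. All 5 keep to the coverage constant of the library. No explanation was tested for them.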

How the results depend on the processing

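No paired analysis was possible because the data hold 1 library and no result comes from a test between groups. The alternatives were set before the data were examined, except those named as added. A count is treated as unchanged within 1.5 times, a median within its 95% interval across genes, and a share of TPM within its counting error at the depth the coverage implies, which is narrow.

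The number of detected genes ran from 23302 to 26837 and the number of list genes found from 1485 to 1527. The number of list genes above every other organ was 1508. Its alternatives ran from 1235 above 2 times the highest organ to 1527 above the mean of the organs. Each of these counts stayed within 1.5 times under the alternatives tried on it, which is a wide allowance for a list of 1527. Summing loci or taking the highest locus of a symbol left the 7 results across genes it was tried on unchanged, but no more than 51 symbols have more than 1 locus.

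With TPM in place of FPKM the median of the list was 40.6, and the ratio of the library to the paper's FPKM was 1.43, since TPM is a fixed multiple of FPKM here. The list's median lay above all random lists in each of the 5 settings, which the choice of the list fixes in advance. The share of TPM held by the list was 47.0% without the 10 most abundant genes and 42.3% with the total over assembled loci, an alternative added after the data had been seen.

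The median log2 ratio to the highest other organ, 2.30, was 2.57 with a pseudocount of 0.1, 3.41 against the mean of the 7 other organs, 3.25 without the gonads and 2.60 for genes with an FPKM of at least 10. With the paper's hepatopancreas FPKM in place of the library's, an added alternative, it was 1.74. The ratio of the library to the paper's FPKM, 1.15, was 1.20 for genes with an FPKM of at least 10, and under the added alternatives 1.08 for genes on the coverage constant and 1.09 with FPKM from coverage. In all of these settings the log2 ratio stayed above 0 and the ratio above 1. For the log2 ratio this was fixed in part by the choice of the list. The share of enzyme names was 39.8% among genes with a description. Some of these shifts follow from the definitions. The mean of the other organs cannot exceed the highest of them, and leaving out organs cannot raise that highest value. These settings could therefore not lower the log2 ratio, and a smaller pseudocount raises it for genes above the other organs. The share of enzyme names rose because genes without a description left the total. The cause of the other shifts was not tested.

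For the 35 single genes named, the settings other than FPKM from coverage could not move a value by more than 1.5 times and so show no stability, since each of these genes has the same value with the highest locus and TPM is 1.24 times FPKM. FPKM from coverage, which was added, can change only the 8 of these genes off the coverage constant, and it moved 3 of them by more than 1.5 times. They were cgPitx, LOC105337384, at 6.20, LOC105317444 at 5042 and LOC105338611 at 3352. The backgrounds of detected genes for the enzyme descriptions, and the matching on FPKM that goes with them, were not run, because descriptions of genes outside the list were not used here. Without read counts, the error of a low gene such as cgMIP123 cannot be given, and the 1 library limits every comparison with other organs.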

Differences from the paper's values

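Of the 23 named genes that Supplementary Data 2 lists, 18 had an FPKM in the deposited table within 1.5 times of the paper's hepatopancreas FPKM, with ratios from 0.759 to 1.33. The other 5 were higher in the deposited table.

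For cgPCSK1, LOC105344671, the deposited FPKM was 993 and the paper's value is 32.2. Taking the highest locus of a symbol gave the same 993 and TPM gave 1234. None of the alternatives set before the data were examined closed the gap, here or for the next 4 genes, but neither of them could have, since each gene has 1 locus and TPM is 1.24 times FPKM. The FPKM from coverage, chosen after the values had been seen, gave 732. For cgXBP1, LOC105344684, the deposited FPKM was 135 and the paper's value is 15.5. The highest locus and the FPKM from coverage left it at 135 and TPM gave 167. For cgPitx, LOC105337384, the deposited FPKM was 27.4 and the paper's value is 5.28. The highest locus left it at 27.4 and TPM gave 34.1, while the FPKM from coverage, chosen after the values had been seen, was 6.20, within 1.5 times of the paper's value. The lipase gene LOC105340853 overlaps another annotated gene, which makes its FPKM uncertain. For it the deposited FPKM was 16.5 and the paper's value is 10.0. The highest locus and the FPKM from coverage left it at 16.5, and TPM gave 20.5. For LOC105346498 the deposited FPKM was 9262 and the paper's value is 57.3. The highest locus and the FPKM from coverage left it at 9262, and TPM gave 11511.

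The median FPKM of the list was 32.7 in the deposited table and is 22.3 in the paper's, a difference of less than 1.5 times with FPKM, while TPM, at 40.6, was farther away. The FPKM from coverage moved the chymotrypsin gene LOC105331575 to 424, away from the paper's 789, and LOC105317444 to 5042, away from the paper's 18325. TPM, an alternative set before the data were examined, moved LOC105338611 from 6317 to 7851, more than 1.5 times the paper's 4749.

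The paper defines enriched genes as higher, with a p-value cut-off, in both the digestive gland and the hepatopancreas than in other organs. Counts by FPKM do not test that cut-off. In the library, 1508 of the listed genes were above every other organ and 19 were not. By the paper's own hepatopancreas FPKM 1509 are, so the library hardly differs from the paper here. By the paper's own digestive gland values, 606 were not above every other organ. That number depends on whether organs are taken one by one or together, since 1295 are above the mean of the other organs.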

Other observations

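The tests on the gonad libraries were chosen only after the gonad values had been seen. The other tests were set before their results were seen, with the terms several times and narrow in their predictions put into numbers afterwards.

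The deposited FPKM was more than 1.5 times the paper's for 441 of the 1527 list genes, and the reverse held for 10. The largest ratio was 470, for LOC105341147, at 5944 against the paper's 12.6. This gene is off the coverage constant, and from its coverage alone its FPKM would be 838. For LOC105346498, the third most abundant annotated gene of the library, the ratio was 162, at 9262 against the paper's 57.3. A single scale factor would leave the ratios in a narrow range, but the upper quartile was 1.65 times the lower. Overlap with another annotated gene made little difference, since 35.9% of overlapping genes were above 1.5 times against 28.2% of the others, a ratio of shares of 1.27. A different handling of transcripts could contribute. Of the 404 genes off the coverage constant 46.0% were above 1.5 times, against 22.7% of the genes on it, a ratio of 2.03, which lies between equal shares and the 3 times set for this explanation. Genes without an assembled locus of the same bounds had a share of 35.5% against 23.6%, a ratio of 1.51, just past what was read as equal. With FPKM from coverage, 150 of the 404 genes were still above 1.5 times the paper's value, where 186 had been, and LOC105346498 keeps to the constant, so transcripts combined in this way do not account for all of the difference. Which explanation holds cannot be told from these values.

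All 12 protein genes of the mitochondrial sequence are listed at 0, and 0 loci were assembled on that sequence. A library too shallow to show them would also miss most nuclear genes, but 82.4% of nuclear annotated loci had an FPKM above 0, down to 1.7e-05. Removal of mitochondrial reads or a failed estimate was not tested, and the values do not show that mitochondrial transcripts were absent from the tissue.

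In the paper's Supplementary Table 2, the RPKM of cgPDX is 18.62 in the digestive gland, 10.02 in the male gonad, 61.67 in the female gonad and 54.99 in the gill. The paper proposes that the gonad signal may come from intestine tissue in the gonad. Carry-over of digestive tissue was tested with 390 enriched genes that in the paper's values have a digestive gland FPKM of at least 10 and stay under 1 in the 5 organs other than gonads. Their male gonad to digestive gland ratio had a median of 0.160, and the central 90% ran from 0.0288 to 0.568. The ratio of cgPDX, 0.538, lay inside this range and that of cgILP, 0.681, above it, where the test asked for both genes. In the female gonad the ratio of cgPDX was 3.31 against a 95th percentile of 0.452, and in the gill it was 2.95. The 390 genes come from a list chosen for higher values in the digestive gland than in the gonads, which holds their ratios low. The paper attributes the absence of cgPdx from that list to expression in gonad tissues. Its gill RPKM of 54.99 is also above the 18.62 of the digestive gland. The place of cgPdx against the range of the 390 genes was thus fixed in part beforehand. The comparison with these genes decides on carry-over in neither gonad. Without these genes, a ratio of 3.31 is above 1, more than a mixture with digestive gland at the level of that library would give, so digestive gland alone would not account for the female gonad value. For the male gonad, where the ratio is below 1, this does not decide. RPKM and FPKM from separate calculations enter the comparison, and 1 value stands for each organ. Carry-over of intestine, which has no library in the table, could not be tested.

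If predicted Pdx sites went with higher expression in the hepatopancreas, genes with more sites would have higher FPKM. The part of Supplementary Data 3 used here is not the whole list. It gives 1998 sites, and 799 of the genes they belong to were found in the library. Only 32 of the 799 genes are on the enriched list. Across the 799 genes, which are not independent replicates, Spearman's rho of sites per gene against FPKM was -0.03493. This was above 62.8% of 10000 shuffles within deciles of locus span. No relation of FPKM with the number of sites was seen in this part, which leaves the enriched genes with sites largely untested. Sites per gene rose with locus span, with a rho of 0.354. The median FPKM was 6.78 for the 336 genes with 1 site and 6.14 for the 463 genes with at least 2, against 2.19 for all detected genes of the library. Each gene of that list has at least 1 site and an orthologue, so genes with and without sites were not compared on equal terms, and the correlation does not bear on whether having a site goes with higher FPKM.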
